# Deciphering Colorectal Cancer–Hepatocyte Interactions: A Multiomics Platform for Interrogation of Metabolic Crosstalk in the Liver–Tumor Microenvironment

**DOI:** 10.3390/ijms26051976

**Published:** 2025-02-25

**Authors:** Alisa B. Nelson, Lyndsay E. Reese, Elizabeth Rono, Eric D. Queathem, Yinjie Qiu, Braedan M. McCluskey, Alexandra Crampton, Eric Conniff, Katherine Cummins, Ella Boytim, Senali Dansou, Justin Hwang, Sandra E. Safo, Patrycja Puchalska, David K. Wood, Kathryn L. Schwertfeger, Peter A. Crawford

**Keywords:** cancer metabolism, metabolomics, multiomics, tumor microenvironment

## Abstract

Metabolic reprogramming is a hallmark of cancer, enabling tumor cells to adapt to and exploit their microenvironment for sustained growth. The liver is a common site of metastasis, but the interactions between tumor cells and hepatocytes remain poorly understood. In the context of liver metastasis, these interactions play a crucial role in promoting tumor survival and progression. This study leverages multiomics coverage of the microenvironment via liquid chromatography and high-resolution, high-mass-accuracy mass spectrometry-based untargeted metabolomics, ^13^C-stable isotope tracing, and RNA sequencing to uncover the metabolic impact of co-localized primary hepatocytes and a colon adenocarcinoma cell line, SW480, using a 2D co-culture model. Metabolic profiling revealed disrupted Warburg metabolism with an 80% decrease in glucose consumption and 94% decrease in lactate production by hepatocyte–SW480 co-cultures relative to SW480 control cultures. Decreased glucose consumption was coupled with alterations in glutamine and ketone body metabolism, suggesting a possible fuel switch upon co-culturing. Further, integrated multiomics analysis indicates that disruptions in metabolic pathways, including nucleoside biosynthesis, amino acids, and TCA cycle, correlate with altered SW480 transcriptional profiles and highlight the importance of redox homeostasis in tumor adaptation. Finally, these findings were replicated in three-dimensional microtissue organoids. Taken together, these studies support a bioinformatic approach to study metabolic crosstalk and discovery of potential therapeutic targets in preclinical models of the tumor microenvironment.

## 1. Introduction

The liver is the site of one of six cancers with increasing incidence of primary tumors —hepatocellular carcinoma (hepatoma) [1]. Moreover, the liver is a common site of solid tumor cell metastasis, including breast and colorectal cancers, causing significant morbidity and mortality [2]. Tumor cells within the liver interact with liver resident cell types, including hepatocytes. Metabolic adaptation is essential for tumor success throughout cancer cell transformation, proliferation, and metastasis [3,4]. Cancer cells reprogram their metabolism to meet increased demands for energy, biosynthesis, and redox homeostasis. Studies show this adaptation extends to the tumor microenvironment, where cancer cells can tune and exploit their environment to meet metabolic needs [5,6,7,8]. Within the liver, hepatocytes engage dynamic metabolic programs to support local and systemic physiology. Exploitation of this rich metabolic environment may represent an essential interaction that facilitates tumor cell colonization in the liver niche. However, our understanding of the specific interactions between cancer cells and hepatocytes that drive survival and proliferation in the metastatic liver niche remains limited. Previous studies profiling the metabolism of HCC indicate that transformed hepatocytes engage in aerobic glycolysis and altered lipid and amino acid metabolism [9,10]. Moreover, substrate fuels are used to program neighboring immune cells for repressed anti-tumor responses [7]. Metastasizing cells have been shown to require adaptations that help them overcome the hypoxic liver microenvironment [11,12,13]. But these studies do not consider the role of co-localized, non-transformed hepatocytes. Additionally, these studies are limited in their coverage of the omics landscape.

Metabolomics technologies are well-positioned to reveal potential metabolic adaptation in cancer. Mass spectrometry-based untargeted metabolomics surveys global metabolic shifts among samples by measuring the fluctuations of multiple chemical feature abundances detected as mass-to-charge (*m*/*z*) signal and retention time pairs [14,15,16]. An additional dimension of information can be gained by the convergent use of ^13^C-labeled stable isotope tracers. While static measurement of metabolites provides a snapshot of perturbed influxes or effluxes that lead toward or away from measured metabolites, these measurements often fail to reveal nodes through which shifts occur without significant fold changes in the static abundance of metabolites [17]. Merging the advantages of high-resolution mass spectrometry-based untargeted metabolomics with ^13^C-stable isotope labeling known as isotope tracing untargeted metabolomics (ITUM) provides a unique opportunity to discover dynamic and potentially crucial metabolic pathways [18,19,20,21]. However, studying metabolic communication in the microenvironment is an ongoing challenge [22]. Stable isotopes present an advantage, but developing model systems amenable to ITUM approaches while maintaining physiological relevance is difficult. Here, we present an approach using our untargeted metabolomics and ITUM pipelines in an engineered in vitro model to discover metabolic interactions between colon adenocarcinoma cells (SW480 cell line) and primary hepatocytes. To adapt our pipeline to a mixed cell model, we quantify extracellular and intracellular metabolite pools upon co-culture to identify impacted metabolic pathways. Additionally, we hypothesized that the combined study of differential glucose utilization and metabolite–metabolite relationships could reveal tumor cell metabolic adaptation in the hepatocyte–SW480 microenvironment. Therefore, we present approaches that extend the application of untargeted metabolomics and ITUM to reveal nodes of adaptation in the tumor–hepatocyte microenvironment. Finally, a multiomics integration with the transcriptome links metabolic adaptations to altered functional programs in tumor cells with co-localized hepatocytes.

## 2. Results

### 2.1. Co-Culture of SW480 Cells with Primary Hepatocytes Reprograms Metabolism

We used a co-culture model to study the metabolic adaptation of tumor cells to the hepatocyte microenvironment. Culturing primary hepatocytes is challenged by their loss of hepatocyte-like function through de-differentiation [23,24]. However, co-culture with 3T3-J2 murine embryonic fibroblasts can sustain hepatocellular function for more than 6 weeks [25]. Therefore, we directly co-cultured primary rat hepatocytes; murine 3T3-J2 fibroblasts (J2s); and the human colon adenocarcinoma cell line, SW480 (Figure 1A). To form 2D co-cultures, J2s were growth arrested and then plated with hepatocytes in 12-well plates to sustain hepatocellular function (HJ cultures). Control plates of J2s were plated on the same day in preparation for SW480-J2 (SJ) control co-cultures. After 7 days, SW480s were seeded to form SW480-J2–hepatocyte (SJH) co-cultures and SJ controls. All media and cells were collected on day 10 for metabolomics and transcriptomics analyses (Figure 1B). In each experiment, the group of interest, SJH, was compared to HJ and SJ controls.

Cancer metabolism is hallmarked by high glucose consumption and utilization through aerobic glycolysis, resulting in high lactate production, known as the Warburg Effect [26,27]. Hepatocytes play significant roles in regulating glucose homeostasis. We hypothesized that hepatocytes may impact glucose metabolism in co-cultures. Therefore, we quantified net changes in glucose and lactate concentrations in conditioned cell culture media using 1H-nuclear magnetic resonance (NMR) spectroscopy. Then, we normalized changes in exogenous metabolite concentrations to cellular biomass (DNA content) to report net glucose consumption and lactate production over 24 h. As expected, SJ controls model the Warburg effect in culture, consuming 2.50 ± 0.01 mol glucose/day/mg DNA, and producing 3.86 ± 0.05 mol lactate/day/mg DNA (Figure 2A). The presence of hepatocytes decreased total glucose consumption by 80% (0.5 ± 0.05 mol glucose/day/mg DNA) and lactate production by 94% to 0.23 ± 0.01 mol lactate/day/mg DNA. Furthermore, the ratio of lactate to glucose significantly decreased from 1.54 ± 0.02 to 0.46 ± 0.05, suggesting that the presence of hepatocytes disrupts Warburg metabolism of SW480s (Figure 2B).

To determine if decreased utilization of glucose by SW480 cells when co-cultured with hepatocytes could result from a fuel switch from glucose to other available substrates, we quantified hepatocyte-derived ketones and culture media-derived glutamine. Using a UHPLC-MS/MS-based approach, we quantified total ketone bodies in the conditioned media of co-cultures after 24 h. As expected, primary rat hepatocyte control co-cultures produced the ketone bodies acetoacetate (AcAc) and β-hydroxybutyrate (βOHB, Figure 2C). In the presence of SW480s, total ketone bodies recovered in the media were diminished by 64%, suggesting either decreased production by hepatocytes or increased consumption of ketones by non-hepatocyte cells. Glutamine abundance was also significantly decreased in SJH co-cultures relative to both HJ and SJ controls (Figure 2D). Interestingly, glutamine abundance decreased 36% in SJH relative to SJ controls, suggesting that the presence of hepatocytes further enhanced glutamine dependence of SW480s. Together, these data suggest an adaptation to fuel utilization in hepatocyte–SW480 co-cultures.

To survey metabolic interaction-dependent metabolite shifts resulting from co-culture, we next used differential analysis of features detected by LC-MS-based label-free untargeted metabolomics. Prior to any downstream analysis, low-variance features were removed; features of interest were annotated in Compound Discoverer 3.3, and when possible, they were matched to commercial standards and MS/MS spectral libraries. Five metabolic features by LC-MS-based untargeted profiling increased more than 2-fold (log2 ≥ 1) in SJH compared to HJ controls. This included putative S-adenosylhomocysteine (SAH; Table 1 and Figure 2E), an intermediate of one-carbon metabolism. Compared to HJ, SJH co-cultures showed 142 downregulated features, including pyruvate (Supplementary Figure S1A), acetyl-CoA (Supplementary Figure S1B), and propionyl-CoA (Supplementary Figure S1C), metabolites important in glucose metabolism and the TCA cycle. Relative to SJ controls, SJH co-cultures show a greater than 2-fold increase in 10 features, including propionyl-CoA (Figure 2F and Supplementary Figure S1C), glutamyl-glycine, an intermediate of glutathione metabolism, and acetyl-CoA (Supplementary Figure S1B). A ≥2-fold decrease was observed in 119 features in SJH compared to SJ controls, including pyruvate (Supplementary Figure S1A), lactate (Supplementary Figure S1D), NAD+ (Supplementary Figure S1E–G), and ATP (Supplementary Figure S1H). However, decreases in the NAD+ pool did not lead to a significant change in the NAD+/NADH ratio in SJH relative to SJ (Supplementary Figure S1G). Finally, we calculated energy charge to determine the current energy status of the co-culture based on relative abundance of AMP, ADP, and ATP pools. We saw a modest, but not statistically significant, decrease in SJH relative to SJ co-cultures, suggesting a possible decrease in available energy (Supplementary Figure S1H,I).

Untargeted metabolomics of mixed cell populations represent metabolite pools that are combined across all cell types. Therefore, changes in relative abundance may represent an adaptation in one cell type, a combination of adaptations across multiple cell types, or could simply be a product of dilution of the pool after adding biomass. Due to the observed number of features that were significantly decreased in SJH relative to either HJ or SJ controls, we sought to determine if our approach detects true biological interactions in hepatocyte and SW480 co-cultures, rather than simple dilutions of HJ or SJ metabolite pools. Therefore, we implemented a dilution approach to identify those features that were significantly different from a HJ-SJ dilution (Figure 3A). HJ and SJ extracts were combined 1:1 (1T1) prior to LC-MS injection, alongside HJ, SJ, and SJH samples. Putative metabolites with pool sizes that significantly differed between SJH and controls were compared to the 1T1 dilution sample. A low threshold for discovery was used (*p* < 0.05) to identify those features that may indicate metabolic interactions. Lactate was significantly decreased in SJH relative to 1T1 samples (Figure 3B; Table 2). Normalized ion counts for each group and the analytical control, 1T1, are shown in Supplementary Figure S2, demonstrating a likely metabolic interaction between SW480s and hepatocytes beyond an outcome that could be explained by simple metabolite pool dilution. Additionally, four glutamyl peptides, namely glutamyl-glycine, uracil, uridine diphosphate (UDP), aspartate, and malate, were increased more than two-fold in SJH relative to 1T1 (Figure 3B; Table 2). Employment of an analytical 1T1 dilution of controls for differential analysis of directly co-cultured cells revealed biological derangement of metabolite abundances belonging to glycolytic, amino acid, and nucleoside pathways.

### 2.2. Metabolite Exchange of Nucleoside Intermediates

Untargeted metabolomics results indicate altered activity in both purine and pyrimidine pathways when SW480s are co-cultured with hepatocytes, whose identities were confirmed by retention time and MS/MS fragmentation match to commercial standards (Figure 2E,F and Figure 3B). We hypothesized that the presence of hepatocytes may facilitate adaptation through exchange of purine and pyrimidine intermediates. Therefore, we performed LC-MS-based untargeted metabolomics on cell extracts and media after the first 24 h of direct co-culture to evaluate fold changes in nucleoside intermediate abundance over time. In all three groups, hypoxanthine, an intermediate of purine metabolism, was depleted comparing starting media (t0) to media harvested after 24 h, indicating uptake from serum-containing media or conversion to other metabolic products (Figure 4A; Table 3). SJH co-cultures had 23% (±3%) greater depletion of hypoxanthine compared to HJ controls and 12% (±4%) less than SJ controls (Supplementary Figure S3).

Interestingly, hypoxanthine abundance was coupled with diminished extracellular uric acid, the terminal product of purine degradation, in HJ and SJH groups, while SJ controls show an average 809% increase in uric acid (Figure 4A and Supplementary Figure S3). Hypoxanthine and uric acid are both metabolites that can be found in starting media due to the presence of serum. We further analyzed media under normal culture conditions and in the absence of cells to control for possible spontaneous degradation and observed an accumulation of hypoxanthine and uric acid (9% and 47%, respectively) after 24 h, suggesting instability of upstream metabolites at 37 °C (denoted as dotted lines; Supplementary Figure S3). Therefore, these data indicate significant metabolic activity in the purine degradation pathway in SJ controls that is altered by the presence of hepatocytes. To investigate if this impacts intracellular purine intermediates, we measured inosine in cellular extracts. Inosine, an intermediate in the purine salvage pathway, showed a 2-fold increase in hepatocyte-containing cultures, while it was modestly diminished in SJ controls after 24 h (Figure 4B). Finally, inosine was uniquely enriched from [U-^13^C_6_]glucose in HJ and SJH groups but not detectable in SJ in 3D microtissue organoids (Figure 4C). Conversely, the average total ^13^C-enrichment of HJ and SJH groups was 58.7% (±1.5%) and 64.7% (±4.5%) of the total inosine pool. This observation suggests that changes in glucose contribution to inosine pools may be localized to hepatocytes. Together, these data suggest the presence of hepatocytes increases purine salvage, rescuing cells from uric acid accumulation.

#### Pyrimidine Metabolism Is Increased in Hepatocytes by Co-Culture with SW480 Cells

Hepatocytes are a primary source of uridine, an intermediate of pyrimidine metabolism. We hypothesized that altered pyrimidine pools may be a result of newly available uridine from hepatocytes. Therefore, we measured pyrimidine intermediates by LC-MS/MS in media and cell extracts to observe changes in pool sizes over 24 h compared to starting media. As expected, we observed an accumulation of uridine in the media of hepatocyte-containing co-cultures that was not present in SJ controls (Figure 4D). Interestingly, we observed an even greater accumulation of orotic acid, an intermediate of de novo pyrimidine biosynthesis (Table 3). We did not observe a significant difference between SJH and HJ controls, suggesting these media signals are primarily driven by hepatocytes. However, intracellular pool sizes of pyrimidine metabolites showed greater increases in SJH relative to HJ controls, including carbamoyl aspartate—the product of the rate-limiting step in de novo pyrimidine biosynthesis—suggesting the co-localization of hepatocytes and SW480s upregulates the pyrimidine biosynthetic pathway (Figure 4E).

### 2.3. Discriminant ^13^C-ITUM Analysis of SJH Co-Cultures

^13^C-stable isotope tracing of metabolic substrates has been used to detect metabolic adaptation [20,28]. However, incorporation of glucose-derived carbon in diverse metabolic pathways in mammalian cells convolutes biological interpretation of enrichment patterns in complex samples. We hypothesized that informatic integration of co-^13^C-enriched metabolites elucidates pathway activity. Therefore, we employed univariate and multivariate statistical approaches to characterize glucose utilization in co-culture. SJ and SJH co-cultures were treated with [U-^13^C_6_]-glucose for 24 h on day 9. On day 10, cells were snap-frozen for ^13^C-ITUM, and acquired LC-MS data were analyzed for ^13^C-enriched mass isotopomers (i.e., isotopologues) [M + 0, M + 1, …, M + n] to identify nodes of glucose-derived metabolism that differentiate SJH co-cultures from SJ controls. We first used principal components analysis (PCA) to identify isotopologues that discriminate SJH co-cultures from HJ and SJ controls (Figure 5A). PC1 significantly separated SJH and SJ groups, while PC2 moderately separated SJH from HJ controls. Strong association with PC1 indicated co-^13^C-enrichment of these metabolites captures the impact of hepatocytes on SW480s. To further investigate adaptations to glucose metabolism after co-culturing hepatocytes on SW480s, we performed a univariate correlation analysis of top contributors to PC1 loadings, including only SJ and SJH ^13^C-enrichment. We visualized these relationships in a correlation matrix (Figure 5B and Supplementary Figure S4). A positive correlation between feature pairs indicates co-^13^C-enrichment of isotopologue pools in response to SW480 co-culture with hepatocytes relative to SW480 alone, while a negative correlation indicates a possible bifurcation of ^13^C-labeled carbon because of co-culture. As would be expected, fractional enrichments of M+0, the isotopologue indicating no ^13^C incorporation, of several metabolites, including TCA cycle intermediates, were positively associated with each other and clustered together (“Region 1” on Figure 5B). These M+0 species show a strong negative correlation with the ^13^C-enriched isotopologues (species in “Region 2”), e.g., M+0 of glutamate (“E_M0”) versus the incorporation of four ^13^C atoms (“E_M4”). This is the expected relationship and supports the validity of this analytical framework, which also reveals many unanticipated relationships. For example, the M+6 isotopologue of uridine diphosphate N-acetylglucosamine (UDPGlcNAc, corresponding to the direct incorporation of a labeled glucose molecule into glucosamine), clustered with unenriched (M+0) isotopologues of several metabolites in Region 1 (red arrow, Figure 5B) and negatively correlated with enriched glutathione (e.g., GSH_M3, found in Region 2; blue arrow). UDPGlcNAc M+6 enrichment decreases in co-culture, while enrichment of GSH increases (relative to the SJ condition), suggesting glucose is redirected from the hexosamine biosynthetic pathway to glutathione synthesis in co-culture (Supplementary Figure S5). Region 3 shows a cluster of isotopologues from glycolytic and TCA cycle intermediates with strong co-enrichment. As expected, this includes enriched isotopologues of metabolites in the same pathway, such as glutamate (E_M4), a precursor to GSH (GSH_M4; yellow arrows, Figure 5B). The positive co-enrichment of other TCA cycle intermediates with GSH may meet GSH demand in response to co-culture. Finally, Region 4 shows isotopologues with nominal relationships with each other, suggesting little change in response to co-culture. Together, these data indicate that ^13^C-enrichment of glutathione from glucose is significantly impacted by the co-culturing of SW480s and hepatocytes. Glutathione is an important metabolite in redox homeostasis within the cell, and changes to its biosynthesis may be a significant adaptation of metabolic pathways to the tumor–hepatocyte microenvironment.

### 2.4. Transcriptomic Analysis of 3-Dimensional Hepatocyte–SW480 Microtissue Organoids

To evaluate SW480 adaptation to co-culturing with hepatocytes in a more physiological setting, we also performed transcriptomic profiling of SJ and SJH groups using a 3D microtissue organoid model. We co-cultured SW480 with primary rat hepatocytes and 3T3-J2 fibroblasts within collagen I-based microtissues (Figure 6A). Conditions included SJ cells and SJH using the same cell numbers and proportions as 2D co-culture. 

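RNA of the 3D microtissues was sequenced in 6 samples, 3 of SJ and 3 of SJH, each made from 8 pooled wells after 7 days of co-culture and enriched for SW480 cells with beads against CD326. The paper and the series description give the control as SW480 cells with 3T3-J2 fibroblasts, whereas the titles and treatment labels of the 3 control samples name SW480 cells alone. The sheet of Table S1 and the labels of Fig. 6E also name it SW480, so the naming differs within the paper as well. The control is called SJ here, as in the paper's text. The authors trimmed the reads, aligned them to the human genome GRCh38, counted them on genes and deposited log2 CPM (reads of a gene scaled to the sample's total) for 27652 genes, scaled per sample and with a small prior count. Reads of rat hepatocytes and mouse fibroblasts that align to human genes were not separated from human reads here. Undoing the log and subtracting the value of a gene without reads, 0.0149 CPM, gave whole numbers of reads. The share of whole values rounded to 100.0% in each sample. The reads on listed genes ranged from 63239129 to 66558609 per SJ sample, with a median of 65748565. In SJH they ranged from 66466212 to 71266314, with a median of 70603421. At this depth 3 reads correspond to 0.042 to 0.047 CPM. Of the gene identifiers, 27522 were found in GENCODE release 44, which has the same genome build as the authors' annotation but is another release, and 22015 were paired with a symbol. The 14836 genes with more than 1 CPM in at least 2 of the 6 samples were compared on log2(CPM + 0.5) with limma, a linear model that shares the spread between replicates across genes, and p-values were adjusted by the Benjamini-Hochberg method. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. EPCAM, the antigen used for the isolation, was measured at 454 ± 13.7 CPM (SD, n = 3) in SJH and 383 ± 27.5 CPM (SD, n = 3) in SJ. Its log2 fold change of 0.25 (adjusted p = 0.0206, limma) was positive in each comparison of an SJH with an SJ sample. The call was not kept in every fit with a sample left out. The adjusted p was 0.0572 without SJ replicate 1, 0.0594 without SJ replicate 2, 0.0522 without SJH replicate 1 and 0.0545 without SJH replicate 2 (limma). Over all alternatives it ranged from 0.0143 to 0.0594 (limma). With a sample left out the log2 fold change stayed between 0.19 and 0.292, and fewer samples also make a call harder to reach.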

The SJH tricultures alongside co-culture controls were maintained for 7 days before harvesting for transcriptional and metabolic analyses. To identify transcriptional alterations that occur in cancer cells upon exposure to hepatocytes, we performed bead isolation using antibodies against CD326 (EpCAM) to isolate the SW480 tumor cells grown in the presence and absence of hepatocytes and supporting J2s, and we performed bulk RNA-seq analysis to identify genes and pathways that are modulated when exposed to hepatocytes. 

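Of the genes tested in 3D, 692 were higher and 752 lower in SJH than in SJ at an adjusted p under 0.05 (limma). For 1442 of these 1444 genes the 3 SJH values did not overlap the 3 SJ values. Among all genes tested the groups did not overlap for 32.4%, against the 10% that chance gives for 3 samples against 3. The median absolute log2 fold change of the called genes was 0.29. The count depended most on single samples. It was 513 without SJH replicate 1, 616 without SJ replicate 2, 689 without SJH replicate 2 and 1636 without SJH replicate 3. Beyond a log2 fold change of 1 in either direction there were 4 genes, a number that depends on the setting (11 with a pseudocount of 0.1 CPM, 3 with 1 CPM, 2 at a mean of at least 5 CPM, 9 without SJ replicate 1, SJ replicate 2 or SJH replicate 1, and 15 with voom weights, chosen after seeing the data). DHFRP1 (log2 fold change 1.32) and SP7 (1.19) were higher, and RAP1BL (-2.23) and TNC (-1.03) were lower. SP7 was at 0.82 with a pseudocount of 1 CPM and at 1.94 with 0.1 CPM, DHFRP1 at 0.88 without SJ replicate 1, and TNC at -0.87 without SJ replicate 3 and -0.96 without SJH replicate 3. DHFRP1 is annotated as a processed pseudogene and RAP1BL as a translated processed pseudogene. Reads of such copies can be shared with their parent genes, so the 2 values are uncertain. In 2D cultures RAP1BL was at most 0.583 CPM in SW480 cells alone and at least 11.2 CPM in SJ. RNA of the mouse fibroblasts is therefore also a candidate source of its change in 3D, which was not tested. From the volcano plot of Fig. 6B 18 labels were listed, of which 16 could be paired with an identifier by name, and all 16 were called, 8 higher and 8 lower. A label overlapping that of SLCO3A1 may read CCN1 and was not among the 18. SLCO3A1 (ENSG00000176463), a transporter gene on chromosome 15 of GRCh38 from 91853708 to 92172435, was measured at 130 ± 5.88 CPM (SD, n = 3) in SJH and 84.9 ± 4.21 CPM (SD, n = 3) in SJ. Its log2 fold change was 0.61 (standard error 0.05, adjusted p = 0.000548, limma), and the samples of the groups did not overlap. SP7 (ENSG00000170374, chromosome 12) rose from 0.246 ± 0.102 to 1.19 ± 0.035 CPM (SD, n = 3 each; standard error of the log2 fold change 0.14, adjusted p = 0.00191, limma) without overlap. VIL1 (ENSG00000127831, chromosome 2), which encodes villin, rose from 86.6 ± 7.2 to 126 ± 0.374 CPM (SD, n = 3 each), with no overlap and an adjusted p of 0.00114 in limma for a log2 fold change of 0.54. TNC (ENSG00000041982, chromosome 9), which encodes tenascin C, was at 14.6 ± 1.11 CPM in SJH and 30.6 ± 6.18 CPM in SJ (SD, n = 3 each), lower in every SJH sample, with an adjusted p of 0.00119 in limma. KCNA2 (ENSG00000177301, chromosome 1) had a log2 fold change of -0.95 and RHOB (ENSG00000143878, chromosome 2) one of -0.42, each without overlap. The other 10 paired genes (ABAT, ADGRL2, AP1M2, DACT1, HDAC9, ITGA7, MPZL2, NPTX2, NRXN3 and TAS1R3) had log2 fold changes between -0.82 and 0.82. A further label, CBSL, names a near-identical copy of CBS on chromosome 21, listed as ENSG00000274276. The copy had 0.168, 4.57 and 4.18 CPM in the 3 SJH samples and at most 0.332 CPM in SJ, a log2 fold change of 1.92 that was not called (adjusted p = 0.055, limma). Without SJH replicate 1 it was 2.88 and called (adjusted p = 5.74e-05, limma), within a range of adjusted p from 5.74e-05 to 0.141 over the alternatives. Reads of the pair can be assigned to either gene, and CBS itself had a log2 fold change of -0.08 (adjusted p = 0.745, limma) with overlapping groups.

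**Figure D1:**
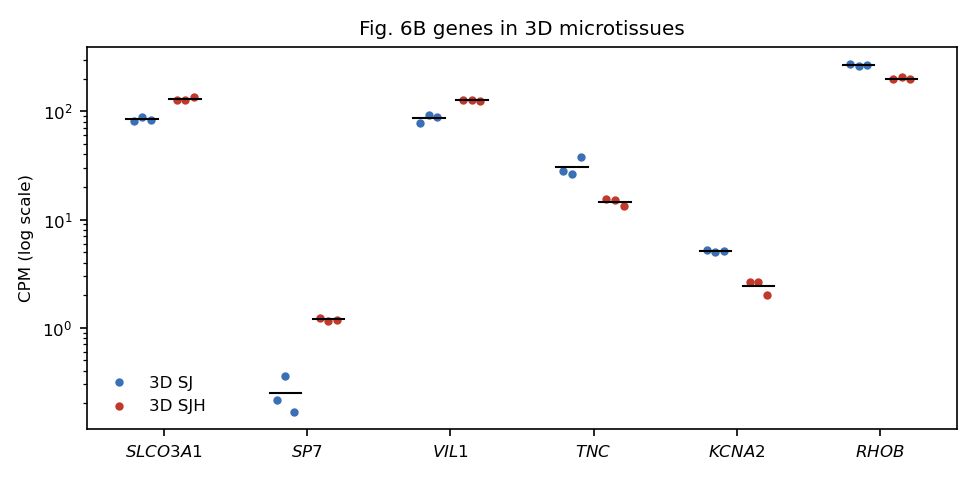
CPM on a log axis of 6 genes labelled in Fig. 6B, with a point for each of the 3 SJ and 3 SJH samples of the 3D microtissues and a line at each mean. The groups are apart for each gene, with SLCO3A1, SP7 and VIL1 higher and TNC, KCNA2 and RHOB lower in SJH.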

We found that exposure of tumor cells to hepatocytes led to increased expression of 708 genes and decreased expression of 762 genes in SW480 cells (adj. *p* < 0.05) (Figure 6B). 

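Because the gene sets of the enrichment analysis were not used here, 21 lists of genes for named processes, written by hand from general knowledge, were tested in 3D with limma's camera at a preset correlation between genes of 0.01, and 13 had an adjusted p under 0.05. The setting that changed this number most was the correlation itself. Of the 13 lists, 5 were also called by fry (glutathione metabolism, fatty acid oxidation, ribosome biogenesis, YAP and TAZ targets and fibroblast markers). With a correlation estimated from the 6 samples 0 lists were called, and 2 had an unadjusted p under 0.05. In the 9 other splits of the 6 samples into 3 and 3, camera called a median of 8 lists and at most 14. Its small p-values alone therefore do not set the lists apart from chance. The effects were small throughout. The nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.16, with 72 of 77 genes higher (adjusted p = 9.53e-14, camera), and 15 of them were called one by one, or 36 when adjusted over the list alone. Cytosolic ribosomal proteins had a median of 0.20 with 80 of 80 genes higher (adjusted p = 2.61e-23, camera), and mitochondrial ribosomal proteins one of 0.10 with 73 of 76 higher (adjusted p = 5.08e-10, camera). Fatty acid oxidation had a median of 0.13 with 14 of 19 genes higher (adjusted p = 0.00172, camera; 0.0466, fry). Glutathione metabolism had a median of 0.09 with 20 of 32 genes higher (adjusted p = 0.00228, camera; 0.0466, fry), and 8 of its genes were called, as many as when adjusted over the list alone. Ribosome biogenesis had a median of 0.10 with 19 of 24 higher (adjusted p = 0.000303, camera). The tricarboxylic acid cycle (0.08, 16 of 20 genes higher), cholesterol synthesis (0.11, 15 of 20) and glycolysis (0.05, 15 of 21) were called by camera alone, with adjusted p-values of 0.00344, 0.00114 and 0.0193. Glycolysis was no longer called under quantile normalization (adjusted p = 0.0849, camera) or without SJH replicate 1 (0.0628) or SJH replicate 2 (0.0526), and its adjusted p ranged from 0.00318 to 0.338 over the alternatives. Purine metabolism (0.06, 10 of 16 genes higher) was called by fry alone (adjusted p = 0.0466), and ketone bodies (0.06) and pyrimidine synthesis (0.04) by neither test. Of the genes that Table S1 lists first for its sets, GPX2 (ENSG00000176153, chromosome 14), a glutathione peroxidase gene, rose from 39.3 ± 4.35 to 54.2 ± 1.24 CPM (SD, n = 3 each). Its log2 fold change was 0.47 (standard error 0.07, adjusted p = 0.00452, limma), without overlap of the groups. IDH2 (0.45), CYB5A (0.47), ATP5F1A (0.26), FH (0.30), PHB2 (0.28), COX5A (0.34), PGD (0.24) and CA6 (0.56) were also called, each without overlap. The first genes of the amino acid set, RPL22, RPL13A, RPL4, RPS12 and RPS19, encode ribosomal proteins and had log2 fold changes between 0.27 and 0.36. The study chose these genes on the same samples, so they are not independent evidence.

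**Figure D2:**
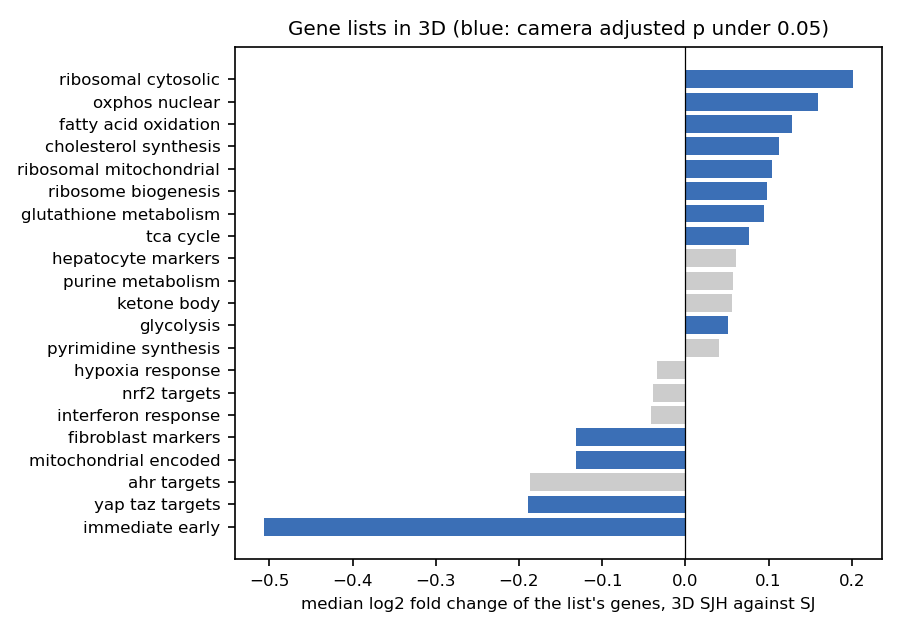
Median log2 fold change of the genes of each list in 3D SJH against SJ, with bars in blue for lists with a camera adjusted p under 0.05. The cytosolic ribosomal list lies highest at 0.20, and the immediate early list lies lowest at -0.51 and was not called by fry.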

Further analysis of gene ontology (GO) and gene set enrichment analysis (GSEA) demonstrated significant alterations in hallmark pathways of Myc targets and pathways associated with several metabolic processes, including oxidative phosphorylation, metabolism of amino acids, GSH metabolism, and fatty acid metabolism (Figure 6C–E; Supplementary Tables S1 and S2). We also compared RNAseq findings to oncogenic pathways (Figure 6F). These findings demonstrate that hepatocytes drive transcriptional changes in tumor cells, many of which are associated with changes in metabolic pathways.

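Among the lists of signalling targets, YAP and TAZ targets were lower in 3D SJH than in SJ in 23 of 24 genes, with a median log2 fold change of -0.19 (adjusted p = 9.04e-09, camera; 0.0269, fry). Of these genes 9 were called one by one, and 15 when adjusted over the list alone. CCN1 (ENSG00000142871, chromosome 1), a target of the YAP pathway, fell from 35.2 ± 1.43 CPM in SJ to 19.3 ± 1.94 CPM in SJH (SD, n = 3 each). A log2 fold change of -0.85 resulted (standard error 0.07, adjusted p = 0.000548, limma), and the groups did not overlap. ASAP1 (-0.34) and CRIM1 (-0.31) were called as well. Immediate early genes were lower in 23 of 24 genes with a median of -0.51 (adjusted p = 2.87e-11, camera), but fry did not call the list (adjusted p = 0.136). Its genes JUN (-0.72), KLF6 (-0.60) and HSPA1A (-0.42) were called, each without overlap. Targets of the aryl hydrocarbon receptor (AhR) had a median of -0.19 with 5 of 8 genes lower (adjusted p = 0.207, camera). Targets of NRF2 (-0.04, 12 of 18 genes lower), interferon response genes (-0.04, 13 of 20) and hypoxia response genes (-0.03, 13 of 19) were not called either. The AhR call depended on trends of fold change with gene length and GC content, tested on 7 of its genes. Camera called the list with the trend on length (median -0.23, adjusted p = 0.0281), on GC content (0.036) or both (0.0277) removed. Under fry it was not called in any of these settings (adjusted p = 0.0953, 0.0806 and 0.0603). The hypoxia list was called without SJ replicate 1 (adjusted p = 0.0141, camera) and without SJH replicate 1 (0.0343), in a range from 0.0141 to 0.514 over the alternatives. The interferon list's median was 0.01 without SJ replicate 1.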

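On the 14836 genes tested in 3D, the first principal component held 45.8% of the variance and separated the 3 SJH from the 3 SJ samples, and the second held 18.9%. Pearson correlations across genes, which are not independent replicates, ranged from 0.996 to 0.998 between samples of one group and from 0.993 to 0.996 between groups. The genes encoded by the mitochondrial genome moved against the nuclear genes of oxidative phosphorylation. All 13 were lower in SJH, with a median log2 fold change of -0.13 (adjusted p = 0.00679, camera), and fry did not call them (adjusted p = 0.289). Without SJH replicate 1 their median was -0.04 (adjusted p = 0.223, camera), and without SJ replicate 1 it was -0.10 (0.0511), with adjusted p-values from 2.58e-05 to 0.462 over the alternatives. Fibroblast markers had a median of -0.13 with 10 of 13 genes lower (adjusted p = 0.0419, camera). They were not called without SJH replicate 2 (adjusted p = 0.0535, camera) or SJH replicate 3 (0.0705), in a range from 0.00841 to 0.408, and their median was 0.02 when no filter was set on low values. Hepatocyte markers with enough reads to test were 3 genes, with a median of 0.06 (adjusted p = 0.855, camera), which was -0.09 without SJ replicate 1 and -0.01 without SJH replicate 3. From the differentially expressed genes and the enriched sets, the paper concludes that hepatocytes drive transcriptional changes in the tumor cells, many of them tied to metabolic pathways.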

### 2.5. Multiomics Analysis of Differentially Expressed Genes and Static Metabolite Pools

Our 2D co-culture metabolomics pipeline and 3D transcriptional profiling both identified adaptations in amino acid, biosynthetic, and oxidative pathways. Therefore, we integrated these datasets in 2D to identify metabolite–gene relationships important to the SW480–hepatocyte microenvironment. Multiomics integration of a tumor cell transcription profile and metabolomic datasets can help establish the relationship between bulk metabolic adaptation and tumor cell phenotype. 

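The 2D cultures gave 9 samples, 3 each of SW480 cells alone, SJ and SJH, each from 8 pooled wells after 3 days of culture. The paper does not report on the samples of SW480 cells alone, and only SJ and SJH are compared here. The authors processed and deposited the values as for 3D, as log2 CPM of 22912 genes, but scaled the 2D samples apart from the 3D samples, so levels are compared only within each platform. A gene without reads was at 0.0682 CPM. The reads on listed genes ranged from 13667018 to 14904895 in SJ, with a median of 14397334, and from 13103012 to 14216385 in SJH, with a median of 13684222. A total of 3 reads corresponded to 0.196 to 0.229 CPM in these samples. The filter on low values left 15732 genes for the comparison of SJH with SJ. The first principal component of the 9 samples held 43.5% of the variance and the second 24.9%. EPCAM was at 353 ± 6.62 CPM (SD, n = 3) in SJH and 374 ± 10.1 CPM (SD, n = 3) in SJ, a log2 fold change of -0.08 (adjusted p = 0.111, limma), lower in every SJH sample. Under quantile normalization it was -0.13 with an adjusted p of 0.00812 in limma, in a range from 0.00812 to 0.283 over the alternatives.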

After bead isolation from hepatocytes and 3T3-J2s using antibodies against CD326 (EpCAM), RNA from SW480s was isolated and sequenced. 

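In 2D, 1117 genes were higher and 1352 lower in SJH than in SJ at an adjusted p under 0.01 (limma), and 2033 and 2508 at 0.05. Under median scaling 1344 were higher and 1249 lower at 0.01, so which direction prevails depends on the scaling. The SJH and SJ values of 2468 of the 2469 genes at 0.01 did not overlap, as for 43.7% of all genes tested, where chance gives 10%. The median absolute log2 fold change of the 2469 genes was 0.36, and 102 of them lay beyond 1 in either direction, 67 higher and 35 lower (62 with a pseudocount of 1 CPM and 166 with 0.1 CPM). The number fell to 1509 without SJ replicate 2 and to 1580 without SJ replicate 3. Table S4 lists 627 genes with the paper's log2 fold changes. All 627 were tested and had the same sign here, 615 were called at 0.01, and all 627 were called when adjusted over the list alone. Because the study chose these genes on the same samples, the latter is not independent evidence. Across these genes, which are not independent replicates, the fold changes correlated with those of Table S4 at Pearson's r = 0.989, with a median absolute difference of 0.03 on the log2 scale.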

Differentially expressed genes (adj. *p* < 0.01) were combined with significantly altered metabolite pools (Figure 3B) for univariate association analysis, recovering 627 mRNAs that were significantly correlated with 255 putative metabolites (*p* < 0.001, Supplementary Tables S3–S5). We further filtered this correlation matrix to only include very strong associations (R > |0.98|) to identify a subset of genes related to metabolic adaptation. A total of 151 unique genes correlated strongly with lactate, orotic acid, glutamyl-glycine (Glu-Gly), malate, and UMP (Figure 7A). In these analyses, positive correlations indicate co-expression in response to co-culture, while negative correlations indicate opposing expression patterns in response to co-culture. 

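Names of 149 genes could be read in the network of Fig. 7A, and all 149 were called in 2D with the sign of Table S4, 42 higher and 107 lower in SJH, as well as when adjusted over the list alone. The study chose them on these samples, so this is not independent evidence. Among the genes with the largest rises in Table S4, CYP1A1 (ENSG00000140465), which encodes a cytochrome P450 enzyme and lies on chromosome 15 of GRCh38 from 74719542 to 74725536, rose from 0.833 ± 0.211 CPM in SJ to 8.35 ± 1.00 CPM in SJH (SD, n = 3 each). Its log2 fold change was 2.74 (standard error 0.16, adjusted p = 6.56e-08, limma), and its groups did not overlap. ANGPTL4 (ENSG00000167772, chromosome 19) rose from 1.28 ± 0.237 to 8.97 ± 0.316 CPM (SD, n = 3 each), a log2 fold change of 2.42, and ADGRF1 (ENSG00000153292, chromosome 6) rose from 6.76 ± 0.631 to 31.5 ± 0.756 CPM (SD, n = 3 each), one of 2.15. HSD17B2 (1.54) and C15orf62 (1.45) rose less. RASSF9 (ENSG00000198774, chromosome 12) fell from 2.52 ± 0.143 to 0.588 ± 0.199 CPM (SD, n = 3 each), a log2 fold change of -1.49 (adjusted p = 8.5e-05, limma) with every SJH sample lower. LIN7A (-1.48), ABCG1 (-1.40), NAT16 (-1.37) and IFIT1 (-1.12) fell as well, without overlap. For these genes with few reads the size of the change depends on the pseudocount: with 0.1 CPM the log2 fold change of ANGPTL4 was 2.73 and that of RASSF9 was -1.97.

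**Figure D3:**
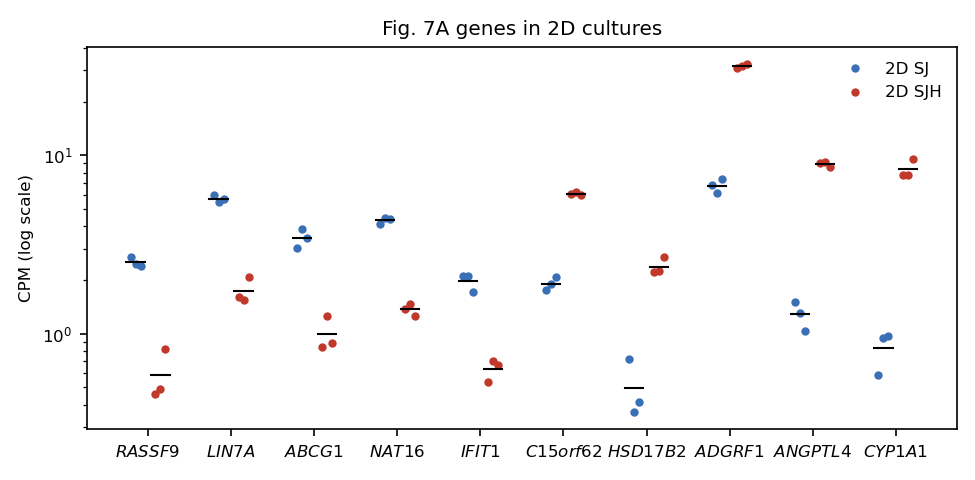
CPM on a log axis of 10 genes of Fig. 7A, with a point for each of the 3 SJ and 3 SJH samples in 2D and a line at each mean. The groups are apart for each gene, with HSD17B2, C15orf62, ADGRF1, ANGPTL4 and CYP1A1 higher in SJH and the others lower.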

Given our findings of glutathione metabolism, we chose to look closer at the 98 genes that are associated with the metabolite glutamyl-glycine for gene–gene relationships (Figure 7B). GO enrichment analysis of biological processes of 98 genes associated with Glu-Gly revealed enrichment regulation of the cell cycle, response to hypoxia, and tissue morphogenesis (Figure 7C). Ontologies associated with all 151 genes further included adhesion, hypoxia, and angiogenesis (Supplementary Figure S6).

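A list of 22 hypoxia response genes, of which 20 were tested in 2D, had a median log2 fold change of -0.30 in SJH against SJ, with 14 genes lower and 6 higher (adjusted p = 0.00899, camera; 0.001, fry). At a threshold of 0.01, 14 of its genes were called one by one, and 15 when adjusted over the list alone. The network of Fig. 7A holds 3 of the list's genes, ANGPTL4, ANKRD37 and PLOD2. ANGPTL4 rose, whereas BNIP3L (log2 fold change -0.47, adjusted p = 3.96e-05, limma) and KDM3A (-0.36, adjusted p = 0.000263, limma) were lower in each SJH sample than in each SJ sample.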

In this study, we have demonstrated a multiomics platform that uses LC-MS-based untargeted metabolomics approaches and bulk RNA-sequencing to reveal complex interactions in a mixed cell population. Additionally, these approaches can be translated to 3D microtissue organoid models. Bioinformatic interrogation of datasets suggests an important adaptation in the oxidative environment and in reactive oxygen species (ROS) homeostasis in the tumor microenvironment upon introduction to hepatocytes.

## 3. Discussion

This study employed a multiomics approach to uncover metabolic adaptation in the tumor–hepatocyte microenvironment using co-cultures of human colon adenocarcinoma cells (SW480) and primary rat hepatocytes, with the support of murine 3T3-J2 fibroblasts. By integrating untargeted metabolomics, ^13^C-stable isotope tracing untargeted metabolomics (ITUM), and transcriptomic analysis, we identified several critical metabolic alterations driven by the interaction between tumor cells and hepatocytes. First, co-culture of SW480s with primary hepatocytes significantly altered glucose metabolism. Hepatocytes reduced glucose consumption by 80% and lactate production by 94%, compared to SW480 monocultures. This suggests hepatocytes disrupt the classical Warburg effect in SW480 cells by influencing glucose metabolism [4,27,29]. Previous work indicates that aerobic glycolysis is an important adaptation for overcoming hypoxia within the liver; thus, suppression by hepatocytes may impact survival [11]. Hepatocytes display highly dynamic metabolism that serves to regulate glucose homeostasis. In the presence of high glucose levels, hepatocytes can direct excess glucose molecules to storage as glycogen, de novo lipogenesis, or to produce uridine [30]. Additionally, hepatocytes can use lactate for gluconeogenesis. Further study is necessary to deconvolute these intersectional and dynamic metabolic programs of varying glucose consumption (by both tumor cells and hepatocytes) and glucose production (hepatocytes) when cells are co-cultured in a manner that mimics the tumor microenvironment.

In response to reduced glucose consumption, SW480 cells adapted their fuel utilization. We observed a substantial reduction in ketone bodies and glutamine in the media of co-cultures, indicating increased consumption of these alternative substrates. In absence of glucose, tumor cells can reportedly shift to alternative fuels, such as glutamine; however, whether this plasticity extends to ketone bodies is not yet well understood. Ketogenesis has been a topic of interest in cancer research [31]. Studies have indicated a relationship between diminished expression of rate-limiting enzyme, 3-hydroxy-3-methylglutaryl synthase 2 (HMGCS2), and tumorigenesis [32,33,34]. Thus, it is also possible that diminished ketones in the media are due to reduced production through ketogenesis. Further, targeting ketogenesis has been proposed as a potential therapeutic strategy for inhibiting tumor progression, though responses in vivo vary between cancer types and stages [31,35,36,37,38]. Furthermore, other studies have indicated a relationship between metabolism, cancer progression, and response to therapeutic agents [39,40,41,42]. Our studies suggest an impact of SW480–hepatocyte interaction on ketone body metabolism may represent adaptation for tumor survival. As ketogenic capacity has also been shown to vary across the spectrum of metabolic dysfunction-associated steatotic liver disease (MASLD), further study of the relationship between ketogenesis, cancer, and liver health is warranted.

Untargeted metabolomics revealed additional changes in metabolites associated with the TCA cycle and energy metabolism. Notably, acetyl-CoA was elevated, while pyruvate, ATP, and NAD+ were decreased, highlighting key metabolic nodes affected by hepatocyte presence. The co-culture system revealed a possible metabolic exchange between hepatocytes and SW480 cells, particularly in purine and pyrimidine metabolism. SW480s in co-culture displayed enhanced salvage and reduced uric acid production, coupled with increased pyrimidine biosynthesis. Uric acid can regulate oxidative stress and activity of enzymes related to glucose metabolism, and it is associated with the development of metabolic syndrome [43]. Additionally, uric acid is linked with cancer risk [44,45]. Therefore, the modulation of uric acid levels and purine metabolism may be critical for targeting tumor growth. Further, due to comorbidities of cancer and obesity, the intersection of uric acid and metabolic syndrome in the tumor–hepatocyte niche may be an important area of further study. Recent work has established the pyrimidine intermediate, uridine, as an alternative fuel source for cancer cells in a glucose-restricted environment [46,47]. As uridine was elevated in the media of hepatocyte-containing cultures, it is possible SW480s utilize this metabolite to drive activity in the pyrimidine pathway. Further study is needed to understand how access to uridine impacts cancer metabolism in the liver and how flux through these nucleoside, and other biosynthetic, pathways may impact the oxidative environment, which could potentially affect emerging interventions targeting liver regeneration, such as portal vein embolization with stem cell augmentation (PVESA) [48].

^13^C-stable isotope tracing of mixed cell populations results in convoluted ^13^C-enrichment datasets that can be difficult to interpret for individual cell populations. For this reason, studies often employ conditioned media exchange to study intercellular metabolic dependencies. These studies are limited by the lack of cellular contact that may be relevant to metabolic interactions and the difficulty adapting these methods toward the more complex and advantageous preclinical models of the microenvironment, such as 3D microtissue organoids. Using unsupervised dimension reduction and association analyses, discriminant ^13^C-ITUM allows for pathway analysis by identifying (1) enriched isotopologues that discriminate groups and (2) metabolite–metabolite relationships within the discriminating isotopologue set. Therefore, discriminant ^13^C-ITUM is a form of pathway analysis that highlights co-enriched metabolic pathways characterizing mixed cell populations. This system-level approach enables specificity to substrate utilization with fewer constraints than metabolic flux analysis.

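YAP1 and MYC themselves changed little in 3D. YAP1 (ENSG00000137693, chromosome 11) was at 185 ± 12.9 CPM in SJH and 207 ± 5.65 CPM in SJ (SD, n = 3 each). Its log2 fold change of -0.17 was not called (adjusted p = 0.0675, limma), although each SJH value lay below each SJ value, and it was called without SJH replicate 2 (-0.22, adjusted p = 0.0406, limma; range over the alternatives 0.0406 to 0.236). MYC (ENSG00000136997, chromosome 8) was at 368 ± 8.79 CPM in SJH and 395 ± 34.4 CPM in SJ (SD, n = 3 each), a log2 fold change of -0.10 (adjusted p = 0.288, limma) with overlapping groups. The first genes of the Myc set in Table S1 were each higher in all 3 SJH samples than in SJ: RPL22, FBL (0.24), TXNL4A (0.32), COX5A and PHB2. In 2D the log2 fold changes were 0.02 for YAP1 (adjusted p = 0.711, limma; -0.03 under quantile normalization) and 0.14 for MYC (adjusted p = 0.126, limma), with overlapping groups for each. MYC was called in 2D only with the replicate number as a block (adjusted p = 0.00759, limma; range over the alternatives 0.00759 to 0.462).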

Transcriptomic profiling of SW480s revealed adaptation to metabolic pathways and enrichment of oncogenic pathways, including YAP, PTEN, and MYC. These signaling hubs have been implicated in the regulation of cancer cell metabolism [49,50,51]. Here, we observe their regulation in response to the presence of hepatocytes in the tumor microenvironment. Multiomics integration of metabolomics and RNA-seq data further showed that metabolic adaptations were associated with significant transcriptional changes in SW480 cells. These changes were linked to key biological processes, including adhesion, hypoxia response, and angiogenesis, indicating that tumor cells undergo functional adaptation in response to the hepatocyte microenvironment. These results are further supported by co-enrichment networks through a novel analysis of ITUM datasets that we have called discriminant ITUM. This analysis indicated the importance of glutathione synthesis in differentiating SW480–hepatocyte co-cultures from SW480 controls. 

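In 2D, 11 of the 21 lists had a camera adjusted p under 0.05 for SJH against SJ, and 9 of them were also called by fry. In the 9 other splits of these samples into 3 and 3, camera called a median of 6 lists and at most 8. With an estimated correlation 1 list was called, YAP and TAZ targets (adjusted p = 0.0286). Its median log2 fold change was 0.52, with 23 of 24 genes higher in SJH, and 20 of its genes were called, as many as when adjusted over the list alone. ANKRD1 (ENSG00000148677, chromosome 10), one of its genes, rose from 91.2 ± 4.61 CPM in SJ to 230 ± 8.61 CPM in SJH (SD, n = 3 each), with no overlap between the groups and a log2 fold change of 1.33 (adjusted p = 1.99e-09, limma). THBS1 (1.13) and AMOTL2 (0.76) rose too. AhR targets had a median of 0.83 with 8 of 8 genes higher (adjusted p = 2.17e-09, camera), among them AHRR (0.92) and ALDH1A3 (0.83). Fig. 7A holds 4 genes of the YAP list and 4 of the AhR list, which were thus picked by the study from these samples. Ribosome biogenesis (0.21, 25 of 25 genes higher), cytosolic ribosomal proteins (0.12, 79 of 80), mitochondrial ribosomal proteins (0.13, 67 of 76), targets of NRF2 (0.13, 13 of 17) and fibroblast markers (0.20, 13 of 17) were higher under both tests. Cholesterol synthesis was lower (-0.12, 16 of 20 genes lower) under both. The mitochondrially encoded genes (0.18, 13 of 13 higher) and the nuclear genes of oxidative phosphorylation (0.06, 63 of 77 higher) were called by camera alone, with adjusted p-values of 7.17e-06 and 0.00189. Under quantile normalization the mitochondrially encoded list was not called (median 0.04, adjusted p = 0.0958, camera; range over the alternatives 1.14e-08 to 0.369). Pyrimidine synthesis (0.12, 7 of 13 genes higher), fatty acid oxidation (0.03), interferon response (-0.07) and immediate early genes (0.05) were called by fry alone. Pyrimidine synthesis was also called by camera without a filter (adjusted p = 0.0401) and without SJH replicate 2 (0.0276; range over the alternatives 0.0152 to 0.369). Glutathione metabolism (0.03), glycolysis (0.03, or -0.03 under quantile normalization), the tricarboxylic acid cycle (0.04), purine metabolism (0.01), ketone bodies (-0.04) and hepatocyte markers (-0.07, or 0.065 without a filter on low values) were called by neither. The tricarboxylic acid cycle was called by camera without SJH replicate 2 (adjusted p = 0.032; range 0.032 to 0.383). Both tests called it with the trend on GC content removed (median 0.08, 18 of 20 genes higher, adjusted p = 0.0309, camera; 0.015, fry). Neither did with the trend on gene length removed (0.221, camera; 0.119, fry) or with both removed (0.158, camera; 0.0843, fry). From the genes correlated with metabolites and their ontologies, the paper concludes that the tumor cells adapt functionally to the hepatocyte microenvironment.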

Finally, these findings were supported by preliminary studies of a 3D microtissue organoid model, which demonstrated that co-culturing SW480 cells with hepatocytes induces similar transcriptional and metabolic changes observed in a 2D co-culture system.

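The effect of hepatocytes was set side by side on the 14704 genes tested on both platforms. Across these genes, which are not independent replicates, the log2 fold changes in 3D and 2D correlated at Pearson's r = 0.0757 and Spearman's rho = 0.138, and 57.2% had the same sign. The correlation lay between 0.031 and 0.099 with each sample left out in turn. Of 100 splits of the 6 samples of each platform into 3 and 3, the real one included, 45 gave a correlation at least as far from 0. At an adjusted p under 0.05 on each platform, 1436 of these genes were called in 3D and 4406 in 2D, and 625 in both, where 430 would be shared by chance (odds ratio 1.93, p = 2.21e-30, two-sided Fisher's exact test across genes). Of the 625 genes, 105 were higher and 263 lower on both platforms, 58.9% in all, and 257 had opposite directions. At 0.01 on each platform, 45 of the 99 shared genes had the same direction, 45.5%. Of the genes of Table S4, 580 were tested in 3D and 49.1% had the paper's sign there, with 64 called in that direction and 62 in the opposite one, and 86 in that direction when adjusted over the list alone. Of the Fig. 7A genes, 144 were tested in 3D and 47.9% had the paper's sign, with 17 called in that direction, 20 in the other and 25 in that direction when adjusted over the list alone. ADGRF1 was higher in each SJH sample on both platforms (0.68 in 3D, adjusted p = 0.0167, limma), although it was not called in 3D without SJ replicate 2 (0.0635; range over the alternatives 0.0162 to 0.0635). NAT16 was lower in each SJH sample on both platforms (-0.55 in 3D, adjusted p = 0.0238, limma), but was not called in 3D without SJ replicate 1 (0.0654), SJ replicate 3 (0.0606) or SJH replicate 2 (0.0795), or without a filter (0.0517; range 0.0227 to 0.0795). ABCG1, lower in 2D, was higher in each SJH sample in 3D and not called (0.43, adjusted p = 0.0528, limma), except with voom weights (0.0418) and with the values as deposited, which were chosen after seeing the data (range 0.0418 to 0.164). CYP1A1 (0.20), ANGPTL4 (0.04), IFIT1 (0.02), C15orf62 (-0.34) and LIN7A (-0.32) were not called in 3D, and HSD17B2 and RASSF9 had too few reads to be tested there. LIN7A was called without SJ replicate 3 (-0.40, adjusted p = 0.0292, limma; range 0.0292 to 0.182). CYP1A1 was called there without SJ replicate 3 (0.37, adjusted p = 0.0439, limma; range 0.0439 to 0.668). ANGPTL4 was at -0.04 without SJ replicate 1 and IFIT1 at -0.24 without SJH replicate 1. Ribosome biogenesis was higher on both platforms under camera and fry, and cytosolic and mitochondrial ribosomal proteins and the nuclear genes of oxidative phosphorylation were higher on both under camera. With the trend on gene length removed, the last of these was not called in 2D (median 0.03, adjusted p = 0.104, camera). Among the lists called by camera on both, mitochondrially encoded genes, cholesterol synthesis, fibroblast markers and YAP and TAZ targets had medians of opposite sign. From studies that it calls preliminary, the paper states that transcriptional and metabolic changes in the 3D model resemble those in 2D. Only transcripts are compared here, so the metabolic part of that statement is not addressed.

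**Figure D4:**
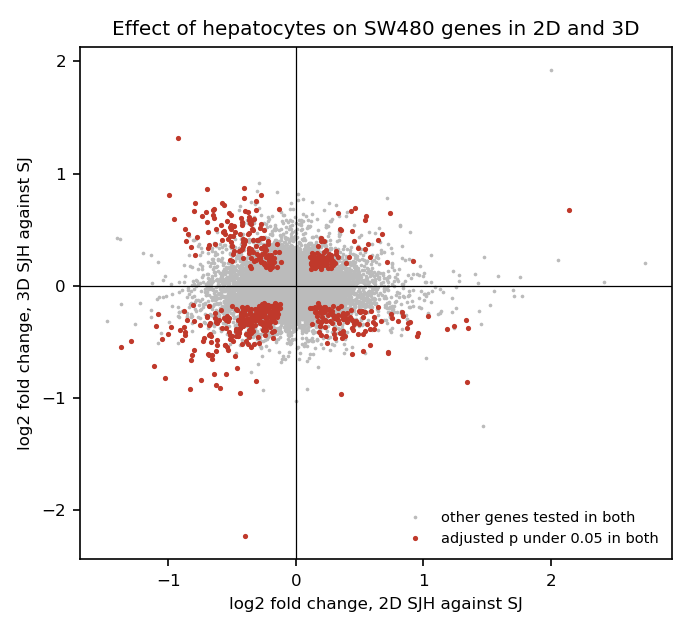
Log2 fold change of SJH against SJ in 3D against that in 2D, with a point for each of the 14704 genes tested on both platforms. The 625 genes called on both are red and lie in all 4 quadrants, 257 of them with opposite directions.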

While this study provides important insights into the metabolic interplay between tumor cells and hepatocytes, several limitations should be acknowledged. First, the use of 2D co-cultures, though effective in revealing key metabolic interactions, lacks the complexity of in vivo systems and may not fully capture the spatial and structural dynamics present in the liver microenvironment. Future work in advanced models such as organ-on-a-chip or 3D culture systems could provide more physiologically relevant insights. Additionally, our analysis primarily focused on the metabolic and transcriptional changes in tumor cells, leaving the metabolic impact on hepatocytes underexplored. Future work should involve a comprehensive assessment of hepatocyte responses to tumor interaction, including potential metabolic reprogramming. Additionally, utilization of our multiomics approach could further explore interactions between other tumor cell types and non-parenchymal cell populations residing in the liver, such as macrophages and cancer-associated fibroblasts [52,53,54,55]. Mechanistic studies targeting the identified metabolic nodes, such as altered glucose and ketone metabolism or nucleoside exchange, could further elucidate their roles in tumor progression and present potential therapeutic strategies to disrupt these metabolic dependencies.

## 4. Materials and Methods

### 4.1. Reagents

LCMS-grade water (H_2_O) (Fisher, W6-4), LCMS-grade methanol (MeOH) (Fisher Scientific, Waltham, MA, USA, A456-4), LCMS-grade acetonitrile (ACN) (Fisher Scientific, Waltham, MA, USA, A955-4), DMEM (high glucose) (Thermo Fisher Scientific, Waltham, MA, USA, 11965092), DMEM (no glucose) (Thermo Fisher Scientific, Waltham, MA, USA, A1443001), fetal bovine serum (Biotechne, Alpharetta, GA, USA, S11150), Pen/Strep (Thermo Fisher Scientific, Waltham, MA, USA, 15140122), L-glutamine (200 mM) (Thermo Fisher Scientific, USA, 25030081), Phosphate Buffered Saline (PBS) (no CaCl_2_ or MgCl_2_) (Thermo Fisher Scientific, Waltham, MA, USA, 14190144), Molecular Biology Grade Water (Corning, Corning, NY, USA, 46-000-CM), Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA, 23225), Genomic DNA kit (blood and cultured cells) (IBI Scientific, Dubuque, IA, USA, IB47201). 0.25% Trypsin-EDTA (Corning 25-053-Cl), Hank’s Balanced Salt Solution (HBSS) (with CaCl_2_ or MgCl_2_) (Gibco, Waltham, MA, USA, 14025-076), Collagenase Type IV (Sigma Aldrich, Burlington, MA, USA, C5138), Human CD326 (EpCAM) MicroBeads (Miltenyi Biotec, San Diego, CA, USA, 130-061-101), CD16/CD32 Monoclonal Antibody (Invitrogen, Waltham, MA, USA, 14-0161-82), LS Magnetic Separation Columns (Miltenyi Biotec 130-042-401), QuadroMACS Magnetic Separator (Miltenyi Biotec 130-090-976), and RNeasy Mini Kit (Qiagen, Germantown, MD, USA, 74104).

### 4.2. Two- and Three-Dimensional Culture Platform

For both 2D and 3D cultures, 3T3-J2 fibroblasts (Kerafast, Boston, MA, USA, Catalog Number: EF3003) and SW480 cells (ATCC, lot Number: 700031955) were maintained in tissue culture flasks until ready for use. Primary rat hepatocytes (PRHs, XenoTech, Kansas City, MO, USA, Cryopreserved Male Wistar Rat Plateable Hepatocytes AMY 7 mil, Catalog Number: r3000.H15+ Lot No. 1210326) were thawed immediately before use. 3T3-J2 fibroblasts were growth-arrested using 1 µg/mL mitomycin-C for 4 h in culture before detachment using Trypsin-EDTA.

In 2D, 150k PRH, and 150k 3T3-J2 fibroblasts were plated per well for all HJ, SJH, and SJ wells. On day 7, 50k SW480 cells are seeded to SJH and SJ wells. On day 9, cell culture media were changed to exchange equimolar (22 mM) unlabeled glucose for non-radioactive, stable isotopically labeled 22 mM [U-^13^C_6_]glucose according to previously established protocols [18]. Cells and final conditioned media were collected on day 10.

Three-dimensional microtissue organoids were fabricated as previously described [25]. Briefly, plates were with 2% agarose and allowed to stiffen for 24 h. We then used a microwell stamp made from a PDMS mold to create 200 μM microwells that held the microtissues separately within the same well. After cleaning the microwells with a series of washes, we added media to the wells. We maintained the microtissues in Human Hepatocyte Maintenance Media (HHM) (43.25 mL 1x DMEM, 5 mL Bovine Serum, 750 μL HEPES, 1M, pH 7.6, 500 μL insulin/human transferring/selenous acid, and linoleic acid premix (Corning premix solution), 500 μL penicillin–streptomycin, 100X solution of 50 mg/mL stock, 0.5 μL dexamethasone, 10 mM in DMSO, 0.5 μL glucagon, and 0.7 mg/mL in 0.05 M acetic acid. During the study, we provided fresh media changes every 48 h by removing 300 μL from each well and replacing it with 300 μL of fresh media. We then removed the microtissues at their respective time point.

### 4.3. Quantification of Glucose and Lactate via 1 H NMR

First, ~50 µL of cell culture media was dried to completion in a SpeedVac (Fisher Scientific, Waltham, MA, USA) in the presence of D2O to aid in water suppression. Samples were reconstituted in D2O (99.9%) spiked with 0.3 mM d4-trimethyl-silyl propionate (TSP). 1H-NMR signals were acquired using a Bruker Avance III 600 NMR instrument equipped with a CryoProbe, and then the integrated intensities of the α-anomeric proton on glucose carbon-1, the methyl signal for lactate, and the tri-methyl signal from TSP were used to calculate molar concentrations of the respective substrates. For all 1H-NMR collections, spectra were collected by conventional pulse-and-collect measurements under quantitative conditions (10 ppm spectral range using ~15 μs [90°] excitation pulse and 22 s delay between each of 20 transients).

### 4.4. Untargeted Metabolomics and Isotope Tracing Untargeted Metabolomics Pipeline

Cells were harvested, metabolites extracted, and raw data acquired using liquid chromatography (LC) on a Thermo Vanquish UHPLC system, and full-scan high-resolution mass spectrometry (HR-MS) on a Thermo QExactive (Fisher Scientific) plus hybrid quadrupole-orbitrap mass spectrometer fitted with heated electrospray ionization source and operated in negative- and positive-polarity mode.

#### 4.4.1. Cell Collection for Metabolomics

Media were collected and snap-frozen, and then adherent cells were washed twice with 1 mL warm (37 °C) PBS (no MgCl_2_ or CaCl_2_), once with warm (37 °C) cell-culture-grade H_2_O, and then the entire plate was submerged into liquid nitrogen to snap-freeze cells, thus rapidly quenching metabolism. To preserve the metabolome, cells were scraped in 500 μL of cold (−20 °C) LCMS-grade MeOH per well of cells. Two wells were combined to form each replicate, n = 3 per group. Finally, MeOH was evaporated using a SpeedVac. Dried cell pellets were stored at −80 °C until analysis.

#### 4.4.2. Metabolite Extraction

Metabolites from cell pellets and conditioned media were extracted and analyzed by LC-MS untargeted metabolomics according to previously published protocols [18,56]. Briefly, cell pellets were reconstituted in 1 mL 2:2:1 (*v*/*v*/*v*) ACN/MeOH/water, then vortexed (30 s), flash-frozen in liquid nitrogen (1 min), and sonicated (25 °C, 10 min) in three cycles. After 1 h at −20 °C, samples were centrifuged at 15 k × g at 4 °C for 10 min. Supernatant was transferred to a fresh tube and dried by SpeedVac overnight, while the remaining cell pellet was stored at −80 °C after removing any remaining solvent for DNA quantification. Cell extracts are reconstituted in 40 µL 1:1 (*v*/*v*) ACN/water for analysis. Then, 20 µL of conditioned media was extracted in 80 µL 1:1 (*v*/*v*) ACN:MeOH. Media underwent a single cycle of vortex and sonication, and then followed the same procedure as cell pellets. Media samples were reconstituted in 200 µL 1:1 (*v*/*v*) ACN/water for analysis.

#### 4.4.3. Data Acquisition

For this study, polar metabolites were acquired using hydrophilic interaction chromatography (HILIC), and energy nucleotides were acquired via reverse phase (RP), using two unique UHPLC methods: [a] SeQuant ZIC-pHILIC column (2.1 × 150 mm, 5 μm) (Millipore Sigma, Burlington, MA, USA, 1.50460). Mobile phase A (MPA) was 95% H_2_O, 5% ACN, 10 mM ammonium acetate, and 10 mM ammonium hydroxide. Mobile phase B (MPB) was 100% ACN. The total run time was 50 min, flow rate was 2 mL/min, column chamber was set to 45 °C, and 2 µL sample was injected. Mobile-phase gradient was as follows: 0–0.5 min, 90% MPB; 0.5–30 min, 90–30% MPB; 30–31 min, 30% MPB; 31–32 min, 30–0% MPB; 32–33 min, 0–90% MPB; and 33–50 min, 90% MPB. [b] Energy nucleotides (ATP, ADP, and AMP) and redox nucleotides (NAD+ and NADH) were measured as previously described, with modifications. Briefly, metabolites were extracted from cells for ITUM in MeOH:ACN:H_2_O (2:2:1), and then extracts were separated and detected using ion-pairing RP UHPLC-MS/MS on a C18 column (Waters, Milford, MA, USA, Xbridge, 150 × 2.1mm, 3 μm). Nucleotides were detected as adducts of dibutylamine acetate on a Thermo QExactive Plus mass spectrometer, operated in positive ionization mode, using parallel reaction monitoring transitions as previously described.

For all metabolomics pipelines, both blanks and pooled quality control (QC) samples were injected periodically throughout the run. Blanks were ACN:H_2_O (1:1), and the QC sample was a pooled sample, including all naturally occurring and ^13^C-labeled samples. To aid in chemical feature identification, two additional samples were also injected. The first was a standard mix consisting of authentic standards for all expected analytes. The second was a pooled sample consisting only of the naturally occurring samples, analyzed via data-dependent analysis (DDA)–tandem mass spectrometry (MS/MS), using IE omics script and R-Studio [57].

#### 4.4.4. Data Preparation

Data processing and initial analysis were performed using Thermo Compound Discoverer 3.3. After raw mass spectra were uploaded, background ions were removed, retention times (RTs) for detected signals were aligned across samples, and chemical formulas were predicted. Then, grouped chemical features were profiled to determine compound identity, based on the following: (1) the *m*/*z* predicted from the chemical formula, (2) the RT compared to an authentic external standard, and (3) the MS/MS fragmentation pattern, compared to in-house standards or online databases.

For ITUM experiments, putatively identified metabolites and lipids were then carried forward and subjected to [^13^C] stable-isotope enrichment with correction for natural abundance. To carry out [^13^C] stable isotope tracing, all [^13^C] mass isotopomers (i.e., isotopologues) within the isotopic envelope of each identified metabolic pool were identified based on the diagnostic shift in *m*/*z* (Δ*m*/*z* = 1.0033 Da, natural abundance, 1.11% of all carbon) induced by the presence of ^13^C-labeled compounds. Raw ion counts for each isotopologue were extracted, summed, and expressed as a percentage of the total pool. After natural abundance correction, the fractional intensities were then graphed as a function of [^13^C] content, generating mass isotopologue distributions (MIDs) for each detected metabolite or lipid.

For static pool analysis, total ion counts were exported from Compound Discoverer and normalized to biomass (either total DNA or total protein). DNA was quantified from cell pellets after metabolite extraction using an IBI Scientific genomic DNA kit for cultured cells as previously described for metabolite normalization, following kit instructions [58]. Total protein was quantified using the Pierce BCA Protein Assay Kit from separately cultured and harvested samples in parallel with metabolomics experiments.

### 4.5. Quantification of Total Ketone Bodies

Acetoacetate (AcAc) and β-hydroxybutyrate (BOHB) were formally quantified using UHPLC-MS/MS as described previously [59,60]. Briefly, [U-^13^C_4_]AcAc and [3,4,4,4-D_4_]βOHB internal standards were spiked into ice-cold MeOH:ACN (1:1). Then, ketones were extracted, separated via reverse-phase UHPLC, and detected via parallel reaction monitoring (PRM) on a QExactive Plus hybrid quadrupole-orbitrap mass spectrometer.

### 4.6. Bulk RNA Sequencing and Analysis

For the 2D platform, cells were collected from the plates using 0.25% Trypsin-EDTA. For the 3D platform, microtissues were collected from the wells and dissociated by incubating at 37 °C with 0.1 mg/mL Collagenase Type IV in HBSS (+CaCl_2_, +MgCl_2_) for 30 min, then manually disrupted to form a single-cell suspension. For both platforms, 8 wells were combined to form replicates, n = 3 per group. The single-cell suspensions were incubated with MicroBeads against human CD326 (EpCAM) and antibody against CD16/CD32 to block nonspecific binding, and then they were isolated across Miltenyi LS magnetic separation columns. RNA was isolated from the sorted SW480 cells using a Qiagen RNeasy Mini Kit.

#### Bulk RNA-Seq Analysis

RNA-seq analysis was performed at the Minnesota Supercomputing Institute at the University of Minnesota. Briefly, Fastq files were first processed with the CHURP pipeline (version 0.2.3) [61] to perform adaptor trimming using trimmomatic (version 0.33) [62]; reads were then mapped to Homo sapiens GRCh38 genome using HiSat2 (version 2.1.0) [63]. Subread count was generated using the Subreads featureCounts tool (version 1.6.2) [64], using the Homo_sapiens.GRCh38.100.gtf annotation. Count data were filtered by removing genes that were less than 300 nt in length and including only genes that had a cpm (counts per million) value greater than 1 cpm in at least two sample replicates. The quasi-likelihood test was used to evaluate differential expression (DE) with edgeR (version 3.38.1) [65,66]. The Benjamini–Hochberg method was used to adjust *p*-values for multiple hypothesis testing and an adjusted *p*-value ≤ 0.05, and an absolute log_2_ fold change (|log_2_FC|) > 0 was used as a DE significance threshold. For gene ontology (GO pathway and GSEA analysis), the R package clusterProfiler (version 4.4.4) [67,68] was used. Normalized Enrichment Score (NES) indicates the distribution of genes across a ranked list and normalizes the correlation between gene sets and datasets to gene-set size, allowing for comparison. For GSEA analysis specifically, Hallmark and 18 selected C2 pathways were combined and used for testing (see full GSEA pathway results and selected C2 pathways in Supplementary Tables S1 and S2). Analysis of GSEA C6 oncogenic pathways was performed, and read counts were converted to normalized counts using the DESeq2 (version 1.42.0) R package and were further filtered to remove genes with zero expression across all samples. GSEA was then performed using the standalone software (version 4.3.2) developed by the Broad Institute, and statistical significance was assessed via gene-set permutation testing (1000 permutations) [69,70]. The GEO accession number is GSE282081.

### 4.7. Statistics and Multiomics Analysis

Descriptive data are expressed as mean and standard error (SEM) for continuous measures. Comparisons of metabolite abundance were made between HJ and SJH or SJ and SJH by unpaired *t*-test and corrected for multiple comparisons by Benjamini–Hochberg, using GraphPrism v10.2.3. Multiomics integration of bulk transcriptomic and metabolomics datasets were performed in R v4.2.3 using rcorr() from the Hmisc package (v.5.1) and the igraph package (v2.0.3) for visualization of correlations. Given the small da5.taset, only highly significant correlatons (*p*-value of Pearson correlation coefficient < 0.001) were included in downstream pathway and gene ontology analysis. Genes that correlated strongly with metabolites of interest were included as a set of gene IDs and fold changes in an ExpressAnalyst query for functional analysis [71].

Discriminant ITUM was performed using a curated dataset of positively identified metabolites by commercial standard and/or MS/MS match in mzCloud. Selected metabolites showed significant total enrichment in the SJH group after correction for natural abundance of ^13^C (1.11% of all carbon in nature), performed within the Compound Discoverer “stable isotope labeling” node based on predicted chemical formula. All isotopologues with enrichment were included for a given metabolite as individual variables, i.e., S_M0, S_M1, S_M2, and S_M3, included as four unique variables representing serine enrichment. Data are presented in 0–100 range and represent the percentage of the total metabolite pool detected by LC-MS in full scan (MS1). Total pools were calculated by sum of ion counts for each possible isotopologue (i.e., total ion counts of serine = S_M0 + S_M1 + S_M2 + S_M3; % enrichment of S_M3 = ion counts of S_M3/total ion counts of serine * 100). The resulting multivariate dataset was used for principal components analysis (PCA) to identify co-enriched isotopologues that discriminate SJH co-cultures from SJ or HJ controls. PCA was performed in GraphPrism v10.2.3. Data were standardized prior to PCA. A correlation network was graphed from the top, contributing isotopologues and distinguishing SJH from SJ controls, using the igraph package in the R environment for qualitative pathway analysis of glucose utilization in mixed cell populations. Joint-pathway analysis of 3D microtissue transcriptomics and metabolomics datasets was performed in MetaboAnalyst 4.0 [72].

## Figures and Tables

**Figure 1:**
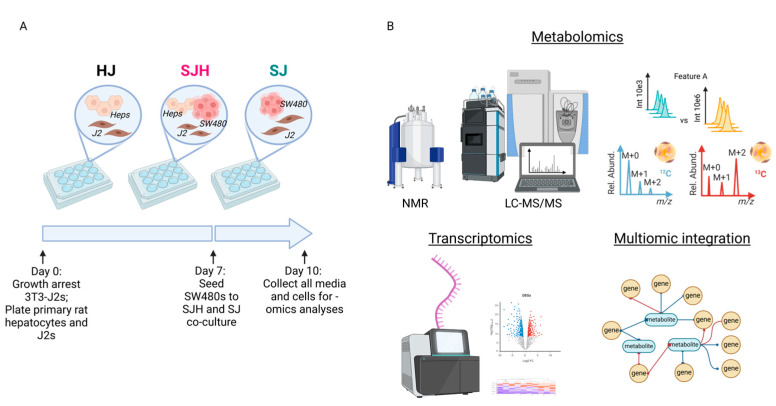
Multiomics study of co-cultures of primary hepatocytes and SW480s. (**A**) Scheme of 2D co-culture system and timeline for cell collection. After growth arrest, 3T3J2s were plated with freshly thawed primary rat hepatocytes for 7 days, and then a subset of these plates received SW480s. After 3 days of co-culturing, all media and cells were collected for analysis. (**B**) Omics coverage of co-cultured groups included broad metabolomic coverage utilizing NMR- and LC-MS/MS-based approaches and bulk RNA sequencing. These data were integrated using univariate approaches to interrogate the impact of metabolomic changes on tumor transcriptional profiles. Abbreviations: HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture; NMR, nuclear magnetic resonance; LC-MS/MS, liquid chromatography hyphenated with tandem mass spectrometry.

**Figure 2:**
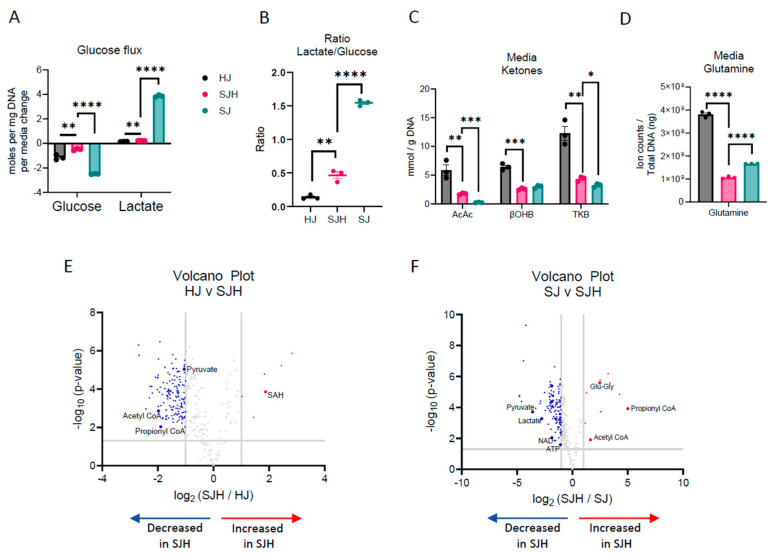
Fuel utilization in 2-dimensional co-cultures. (**A**) Glucose consumption and lactate production in moles per ng total DNA per day. (**B**) Lactate/glucose ratio of media concentration after 24 h. (**C**) Concentration of acetoacetate (AcAc), β-hydroxybutryrate (βOHB) and total ketone bodies (TKB) in mmol/g DNA measured in media after 24 h of incubation. (**D**) Relative abundance of glutamine in total ion counts after normalization to total ng DNA. Volcano plot showing upregulated and downregulated metabolites in SJH compared to (**E**) HJ control cultures and (**F**) SJ control cultures; positive log2FC = up in SJH. Significance tested using unpaired *t*-test, comparison HJ vs. SJH or SJ vs. SJH, and corrected for multiple comparisons using Benjamini–Hochberg method. * *p* adj. < 0.05, ** *p* adj. < 0.01, *** *p* adj. < 0.001, and **** *p* adj. < 0.0001. Abbreviations: HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture.

**Figure 3:**
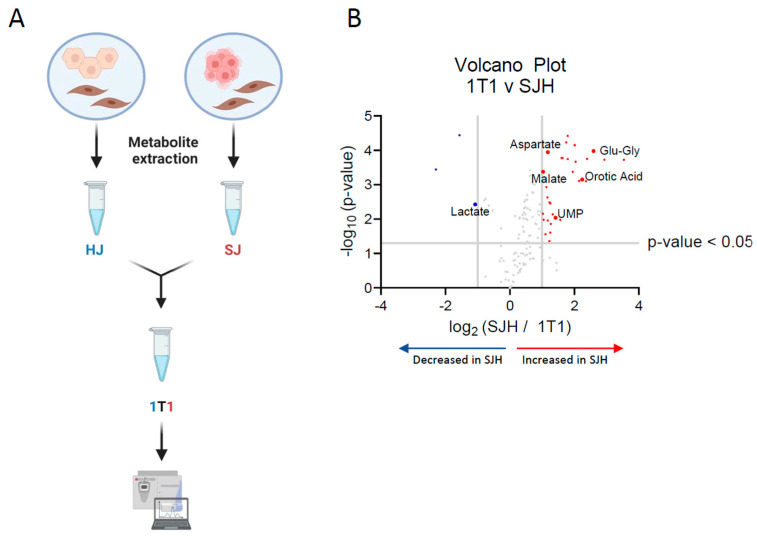
Analytical dilution of co-culture controls reveals metabolic adaptation in SJH co-cultures. (**A**) Schematic of analytical dilution of HJ and SJ controls to form a 1-to-1 ratio (1T1) after metabolite extraction. (**B**) Volcano plot upregulated and downregulated metabolites in SJH compared to 1T1 ion counts; positive log2FC = up in SJH. SJH, SW480+3T3-J2+hepatocyte co-culture; 1T1, 1-to-1 ratio of SJ to HJ metabolite extractant.

**Figure 4:**
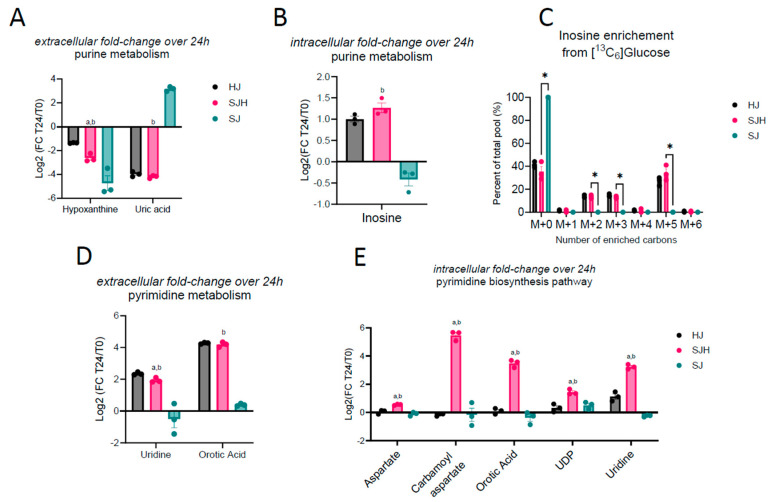
Metabolic interactions of biosynthetic pathways in SJH co-cultures. Fold change of metabolite abundance after 24 h co-culture relative to time point 0 in (**A**) media abundance of purine metabolism products, hypoxanthine and uric acid; (**B**) intracellular inosine pools; (**D**) media abundance of pyrimidine biosynthesis intermediates, uridine and orotic acid; and (**E**) intracellular pyrimidine intermediates and substrates, aspartate, carbamoyl aspartate, orotic acid, UDP, and uridine. (**C**) ^13^C-enrichment of intracellular inosine pools from 22 mM [U-^13^C_6_]glucose in 3D microtissue organoids. Statistical comparison by unpaired *t*-test; letters indicate significance in comparison to HJ controls (“a”) or SJ controls (“b”). * *p* adj. < 0.05. HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture; UDP, uridine diphosphate.

**Figure 5:**
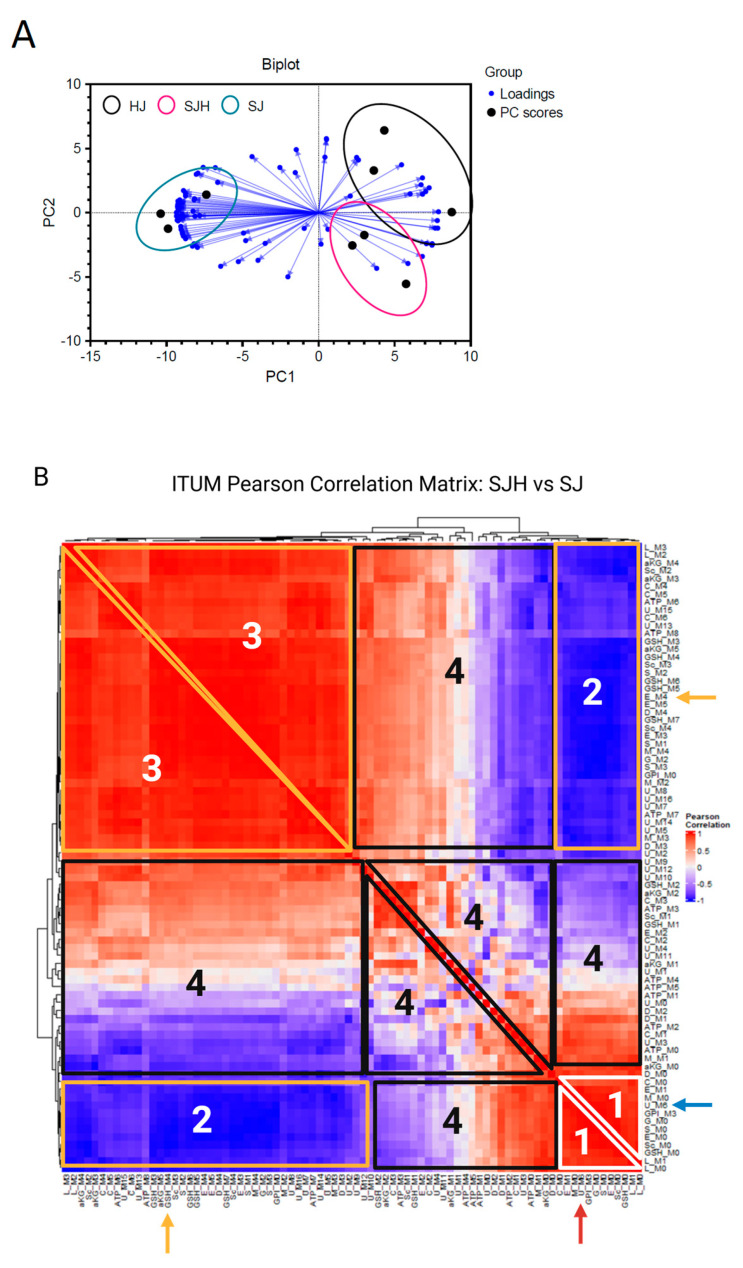
Discriminant ITUM analysis of SJH co-cultures. (**A**) Biplot of first two principal components (PC1 and PC2) of PCA of HJ, SJH, and SJ co-cultures by ^13^C-glucose-enriched isotopologues. Black-filled circles represent samples. Spheres show co-culture groups. Blue directed vectors show isotopologue loadings for PC1 and PC2. (**B**) Hierarchical clustering of ITUM SJH vs. SJ Pearson correlation matrix. White triangle with “1” label indicates control cluster of isotopologues; yellow shapes with “2” and “3” labels correspond to cluster of isotopologues from region of strongly co-enriched isotopologues in response to co-culture; and black shapes with “4” label correspond to cluster of isotopologues with weak co-enrichment in response to co-culture. Red arrow, U_M6 positive correlation with unenriched M+0 isotopologues in Region 1; blue arrow, U_M6 negative correlation with multiple isotopologues, including GSH_M3, in Region 2; and yellow arrow, GSH_M4 positive correlation with metabolic precursor E_M4 in Region 3. Abbreviations: HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture; .M#, isotopologue representing number of heavy carbons present in the molecule (i.e., M1 indicates presence of 1 heavy 13-carbon); aKG, alpha-ketoglutarate; S, serine; M, malate; L, lactate; C, citrate; ATP, adenosine triphosphate; U, uridine diphosphate N-acetylglucosamine; G, glycine; D, aspartate; E, glutamate; GSH, glutathione; Sc, succinate; GPI, glycerophosphoinositol.

**Figure 6:**
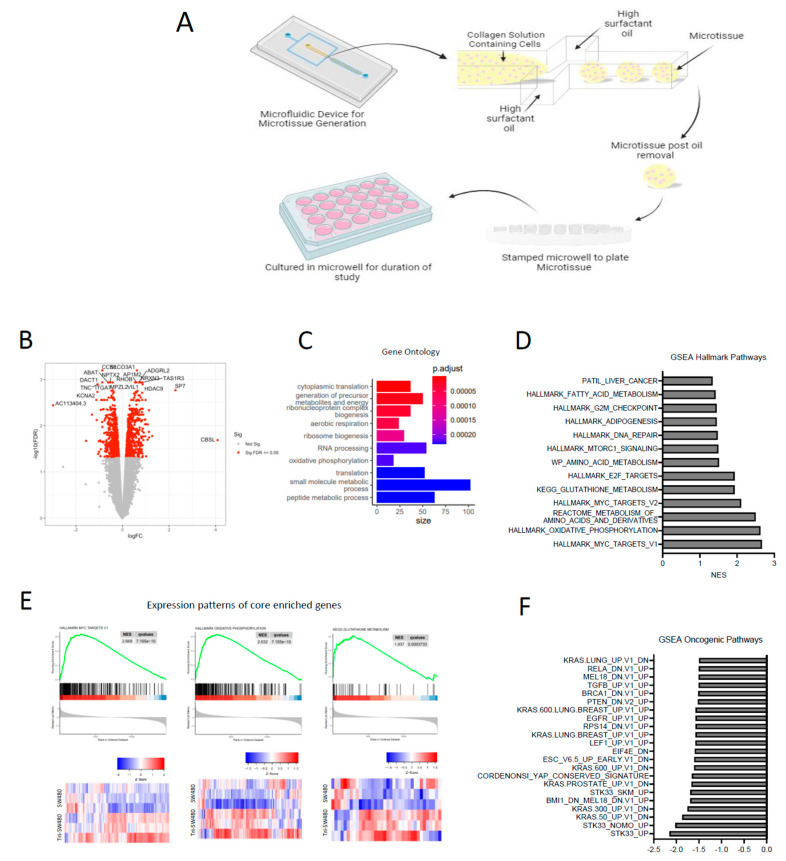
Transcriptional profiling of tumor cells in 3D microtissues identifies alterations in metabolic pathways upon exposure to hepatocytes. (**A**) Three-dimensional microtissue organoid scheme. (**B**) Volcano plot showing significantly upregulated and downregulated genes in samples from SJH cultures compared with SJ cultures. Positive logFC indicates up in SJH cultures. (**C**) Gene ontology analysis using DEG as input. (**D**) GSEA hallmark analysis of SJ compared with SJH. A positive NES score indicates gene profiles that are enriched in tumor cells from the SJH condition compared with the SJ condition. All shown pathways adjusted FDR < 0.05. (**E**) Expression patterns of core enriched genes associated with Myc pathway and two metabolic pathways, oxidative phosphorylation and glutathione metabolism, that are positively enriched in the SJH condition and heat maps. (**F**) GSEA Oncogenic analysis of SJ compared with SJH. A negative NES score indicates gene profiles that are enriched in tumor cells from the SJ condition compared with the SJH condition. All shown pathways adjusted FDR < 0.05. HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture.

**Figure 7:**
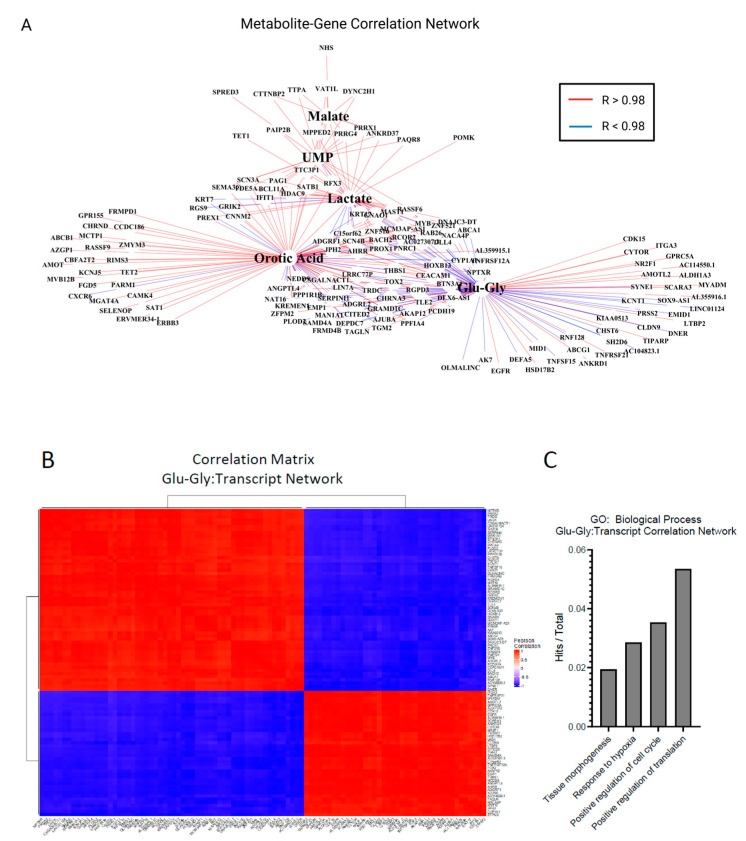
Multiomics pathway analysis of metabolic adaptation to hepatocytes. (**A**) Correlation network of differentially expressed genes (DEGs) and metabolites in SJH co-cultures compared to SJ control cultures. Gene names filtered from full bulk RNA-sequencing DEGs for significance of correlation to metabolites of interest (*p* < 0.001). Red lines indicate strong positive associations, and blue represent strong negative associations (R > |0.98|). (**B**) Hierarchical clustering of Pearson correlation matrix of transcripts highly correlated with glutamyl-glycine (Glu-Gly). (**C**) Gene counts with functional group membership of 98 transcripts were found to correlate strongly with glutamyl-glycine (Glu-Gly). Abbreviations: Glu-Gly, glutamyl-glycine dipeptide; UMP, uridine monophosphate.

**Table 1:** Differential abundance of select metabolites in SJH co-cultures relative to HJ or SJ controls. Up arrow indicates increased abundance relative to the indicated control, HJ or SJ, while down arrow indicates decreased. FC, fold change; ctrl, control; HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; SJ, SW480+3T3-J2 co-culture; CoA, coenzyme A; NAD, nicotinamide adenine dinucleotide; ATP, adenosine triphosphate.

Putative Metabolite	Log_2_ (FC: SJH/ctrl)	Adjusted *p*-Value	Direction Relative to [HJ] or [SJ]
S-adenosylhomocysteine	1.87	0.0004	↑; HJ
Pyruvate	−1.05	0.0001	↓; HJ
Acetyl-CoA	−1.98	0.002	↓; HJ
Propionyl-CoA	−1.89	0.012	↓; HJ
Propionyl-CoA	5.01	0.0004	↑; SJ
Glutamyl-glycine	2.47	0.00007	↑; SJ
Acetyl-CoA	1.63	0.016	↑; SJ
Pyruvate	−3.60	0.0006	↓; SJ
Lactate	−2.78	0.0012	↓; SJ
NAD+	−1.85	0.012	↓; SJ
ATP	−1.09	0.03	↓; SJ

**Table 2:** Differential abundance of select metabolites in SJH co-cultures relative to HJ or SJ controls. FC, fold change; ctrl, control; HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; 1T1, 1-to-1 ratio of SJ to HJ metabolite extractant. Up arrow indicates increased abundance relative to 1T1 mixture.

Putative Metabolite	Log_2_ (FC: SJH/HJ)	Adjusted *p*-Value	Direction Relative to 1T1
Glutamyl-glycine	2.59	0.0018	↑
Uracil	2.24	0.0044	↑
Uridine diphosphate	1.42	0.021	↑
Aspartate	1.17	0.0018	↑
Malate	1.03	0.0029	↑

**Table 3:** Fold change in extracellular and intracellular metabolite abundance after 24 h of incubation relative to starting media (t0). Adjusted *p*-value by *t*-test comparing T24 abundance to T0 abundance with BH correction for multiple testing. Up arrows indicate increased abundance relative to T0 while down indicate decreased. Abbreviations: FC, fold change; E, change to Extracellular pool size; I, change to Intracellular pool size; HJ, hepatocyte+3T3-J2 co-culture; SJH, SW480+3T3-J2+hepatocyte co-culture; UDP, uridine diphosphate; NC, no change.

	Log_2_ (FC: T24/T0) [adj. *p*-Value]		
Putative Metabolite (E/I)	HJ	SJH	Direction Relative to T0
Hypoxanthine (E)	−1.36 [<0.0001]	−2.62 [<0.0001]	↓; ↓; ↓
Uric acid (E)	−3.97 [<0.001]	−4.20 [<0.001]	↓; ↓; ↑
Inosine (I)	1.00 [0.002]	1.27 [0.003]	↑; ↑; NC
Uridine (E)	2.36 [<0.0001]	1.94 [<0.001]	↑; ↑; NC
Orotic acid (E)	4.27 [<0.00001]	4.19 [<0.001]	↑; ↑; ↑
Aspartate (I)	0.04 [0.87]	0.55 [0.02]	NC; ↑; NC
Carbamoyl aspartate (I)	−0.16 [0.19]	5.47 [0.036]	NC; ↑; NC
UDP (I)	0.32 [0.62]	1.44 [0.017]	NC; ↑; NC
Uridine (I)	1.13 [0.10]	3.23 [0.005]	NC; ↑; NC
Orotic acid (I)	0.09 [0.62]	3.48 [0.029]	NC; ↑; NC

## Data Availability

The raw mass spectrometry data supporting the conclusions of this article will be made available by the authors on request. RNA-seq datasets were deposited with GEO accession number GSE282081. Access via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282081 (accessed on 17 February 2025).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26051976/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

UHPLC	ultra-high-pressure liquid chromatography
MS	mass spectrometry
MS/MS	tandem mass spectrometry (MS^2^)
HCC	hepatocellular carcinoma
*m*/*z*	mass-to-charge ratio
RT	retention time
ITUM	isotope tracing untargeted metabolomics

# Supplementary material for: Deciphering Colorectal Cancer–Hepatocyte Interactions: A Multiomics Platform for Interrogation of Metabolic Crosstalk in the Liver–Tumor Microenvironment
**Source:** Int J Mol Sci. 2025 Feb 25;26(5):1976. doi: 10.3390/ijms26051976
**Supplement:** Supplementary file 1

Figure S1

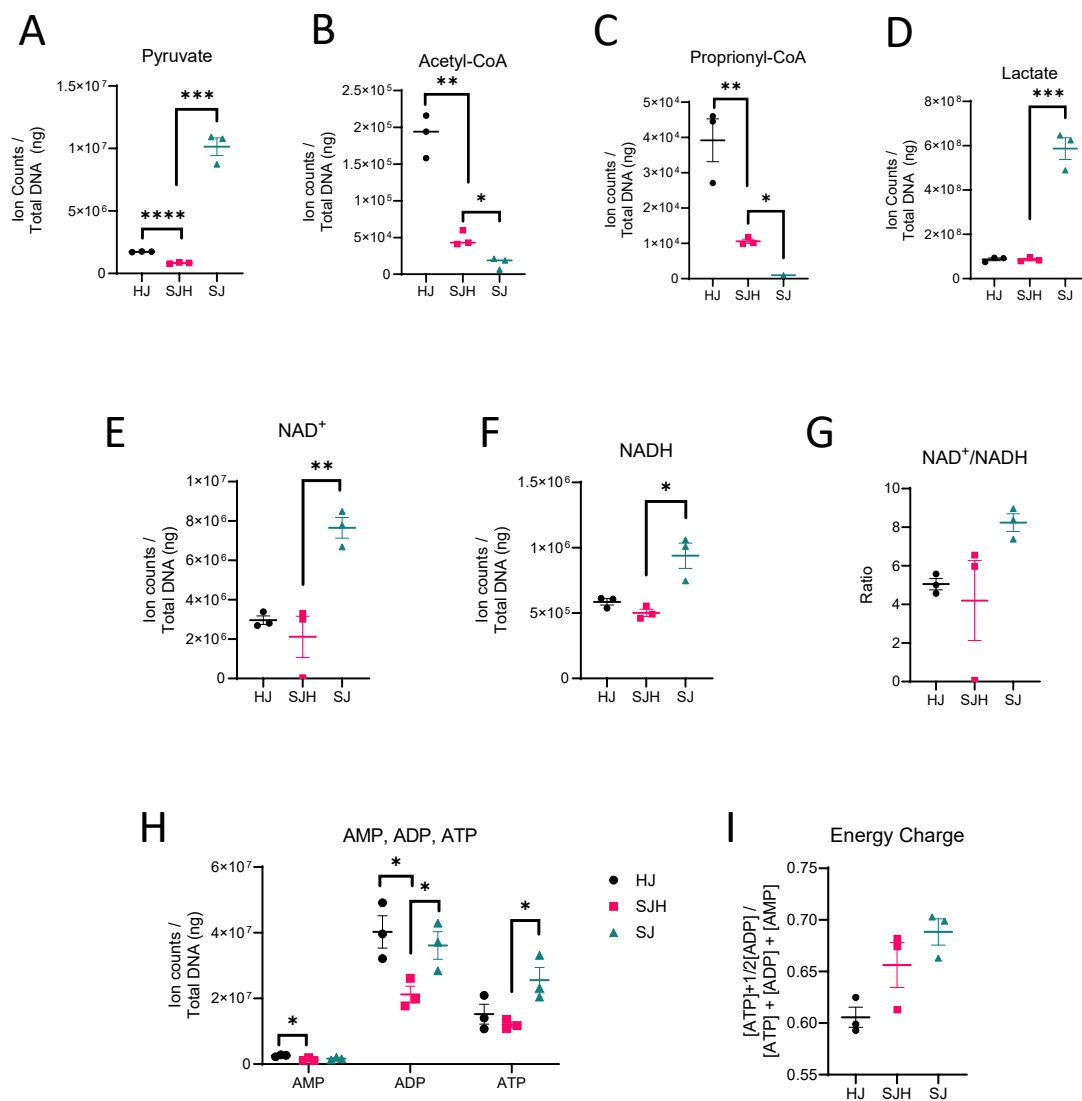

Figure S2

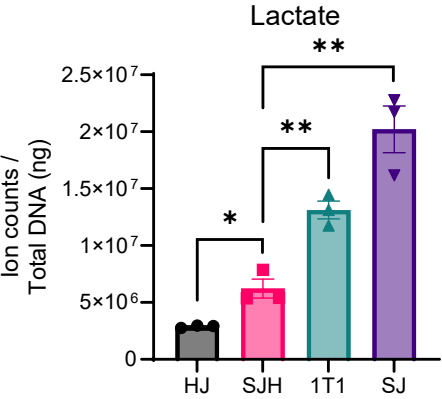

Figure S3

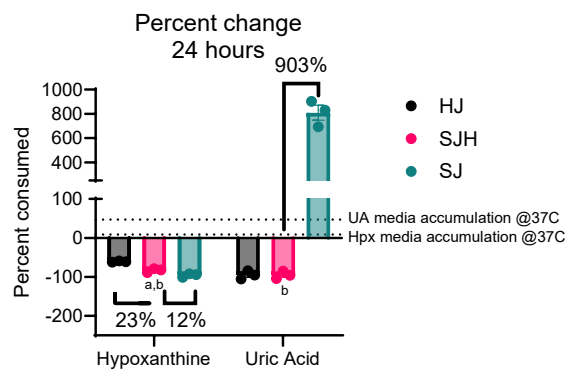

Figure S4

ITUM Pearson Correlation Matrix: SJH vs HJ

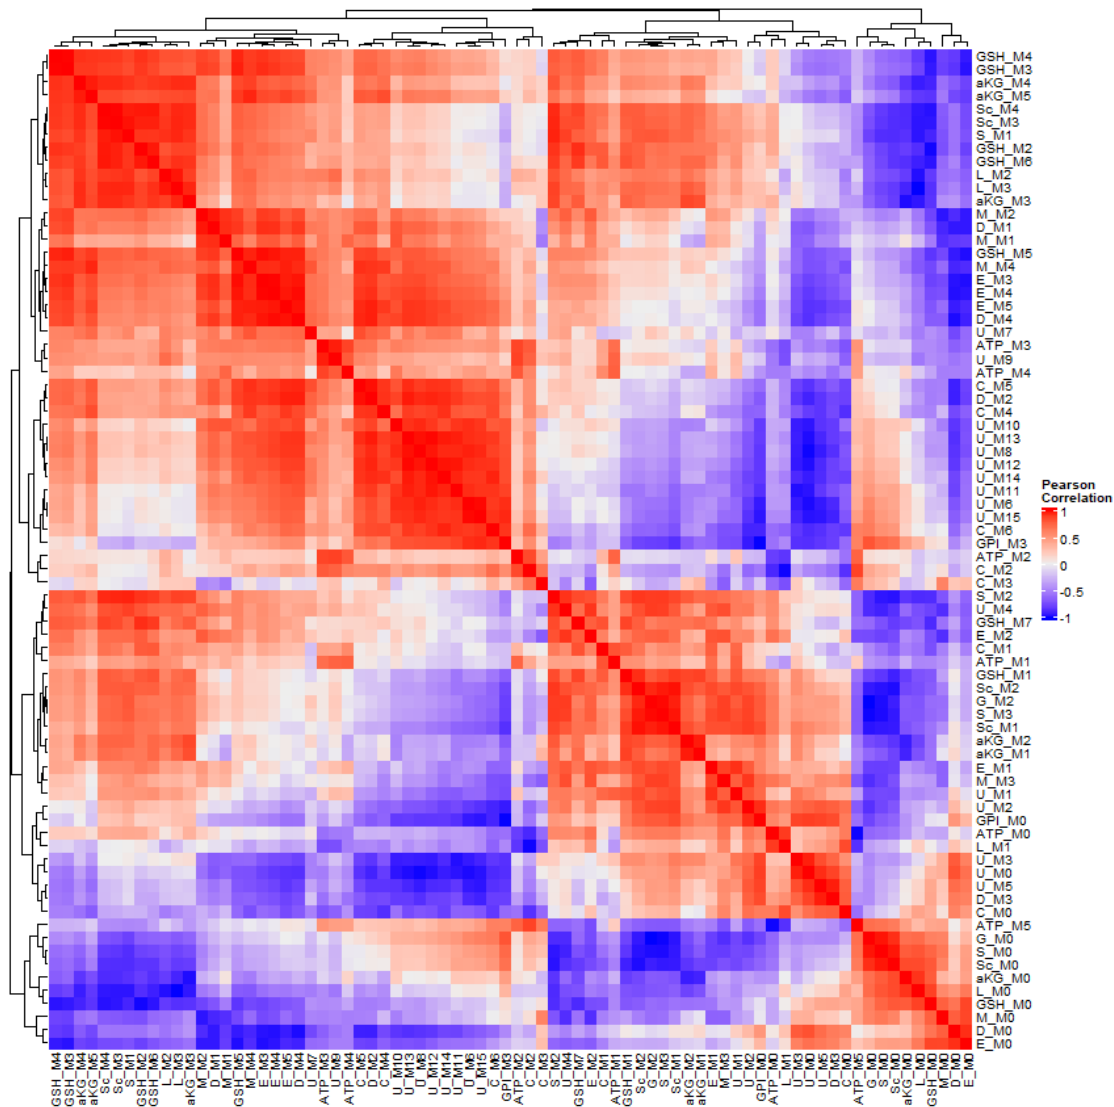

Figure S5

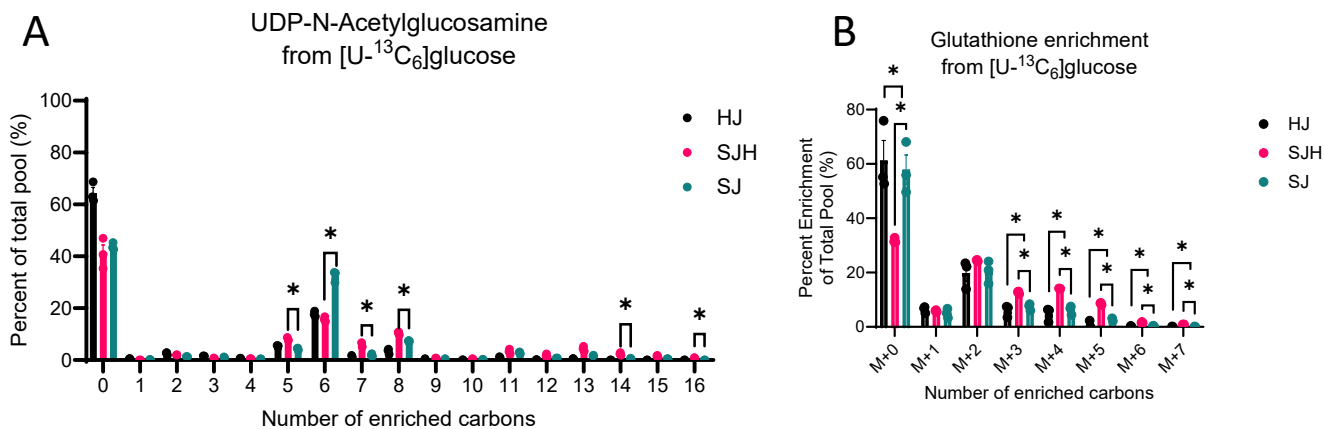

Figure S6

A

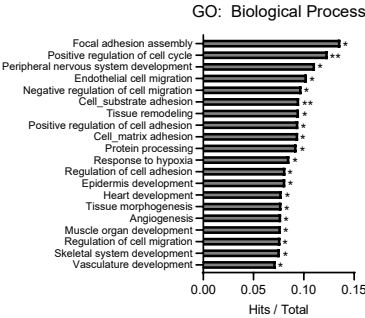

B

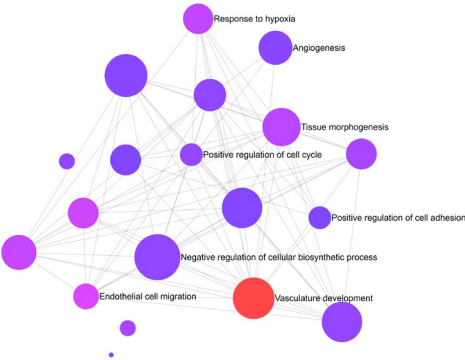

Figure S1. Metabolite abundance in 2D co-cultures. Ion counts after normalization to total ng DNA of: (A) pyruvate, (B) Acetyl-CoA, (C) Propionyl-CoA, (D) Lactate, (E) NAD<sup>+</sup>, (F) NADH, and (H) AMP, ADP, ATP nucleotides. (G) Ratio of NAD<sup>+</sup> to NADH ion counts. (I) Calculated energy charge of each co-culture group based on ion counts of AMP, ADP, and ATP. Significance tested using unpaired t-test, comparison HJ vs SJH or SJ vs SJH, and corrected for multiple comparisons using Benjamini-Hochberg method. \*: p adj. < 0.05, \*\*: p adj. < 0.01, \*\*\*: p adj. < 0.001, \*\*\*\*: p adj. < 0.0001.

Figure S2. Lactate abundance in co-culture and 1T1 dilution. Bar graph of total ion counts after normalization to DNA compared to analytical dilution (1T1). Significance tested using unpaired t-test, comparison HJ vs SJH or SJ vs SJH, and 1T1 vs SJH; corrected for multiple comparisons using Benjamini-Hochberg method. \*: p adj. < 0.05, \*\*: p adj. < 0.01

Figure S3. Percent change in media purines. Percent difference in media after 24h incubation with co-cultured cells where time point 0 represents starting media abundance prior to cell exposure. Dotted lines represent accumulation of hypoxanthine (Hpx) and uric acid (UA) after 24h at 37°C in media in absence of cells. Statistical comparison by unpaired t-test; letters indicate significance in comparison to HJ controls (“a”) or SJ controls (“b”).

Figure S4. Correlation matrix of SJH vs HJ ITUM in 2D co-cultures. Correlation matrix assessing co-enriched isotopologues in response to presence of hepatocytes (SJ, SJH cultures). Red gradient represents positive associations while blue represents negative associations. Correlations measuring by Pearson correlation method.

Figure S5. Distribution of <sup>13</sup>C enrichment. Percent enrichment of total pools of (A) Uridine diphosphate N-acetylglucosamine and (B) glutathione after 24h incubation with [U-<sup>13</sup>C<sub>6</sub>]glucose at 37°C. \*: p adj. < 0.05

Figure S6. Multiomic pathway analysis. (A) Gene counts with functional group membership of 151 genes found to correlate strongly with glutamyl-glycine (Glu-Gly), orotic acid, lactate, uridine monophosphate, and malate. (B) Functional network of shared genes in represented transcriptional profile with strong metabolite-gene associations; analysis

performed using ExpressAnalyst. (C) Scatter plot of joint pathway analysis from MetaboAnalyst v4.0 using DEGs and full static metabolomics dataset based on associated fold changes. X and y axes show enrichment score in genes and metabolite peaks, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

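RNA of 15 samples was sequenced by the authors after isolation of SW480 cells with beads against CD326. In 2D there are 9 samples after 3 days of culture, 3 each of SW480 cells alone, SW480 with 3T3-J2 fibroblasts (SJ) and both with rat hepatocytes (SJH). In 3D there are 6 samples after 7 days, 3 of SJ and 3 of SJH. Each sample was pooled from 8 wells. The 3D control carries 2 names, SJ in the paper's text and SW480 cells alone in the sample labels, and is treated as SJ. The ambiguity lies within the paper too, since the sheet of Table S1 and the labels of Fig. 6E name it SW480, and a sentence on the isolation can be read as cells without hepatocytes and fibroblasts. Conditions were taken from the sample titles and the paper's description of the design.

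The authors trimmed reads with trimmomatic within the CHURP pipeline, aligned them to the human genome with HiSat2, counted them with featureCounts, tested genes with edgeR's quasi-likelihood method and tested gene sets with clusterProfiler and GSEA. The values as deposited by the authors are log2 CPM with a prior count, one table per platform. CPM without a log had been assumed before the data were examined, and the negative values showed the log2 scale. The log was undone and the value of a gene without reads (0.0682 CPM in 2D and 0.0149 CPM in 3D) was subtracted. The result gave whole reads, with a share of whole values that rounded to 100.0% in every sample. The reads on listed genes were 13103012 to 16196375 per sample in 2D and 63239129 to 71266314 in 3D, so 3 reads correspond to at most 0.229 CPM in 2D and 0.047 CPM in 3D. The tables were compared by change within a platform, never by level. No step separating rat or mouse reads from human reads was applied here.

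Gene identifiers were joined to GENCODE release 44 on GRCh38. In 2D 22811 of 22912 and in 3D 27522 of 27652 identifiers were found. Of these, 227 and 431 have a longest transcript under 300 nt, although the paper's methods remove genes shorter than that. Genes with more than 1 CPM in at least 2 of the 6 samples compared were tested on log2(CPM + 0.5) with limma 3.58.1 (eBayes with a trend) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was 0.05 in 3D and 0.01 for 2D SJH against SJ, as in the paper, and 0.05 for 2D SJ against SW480 and for the difference of the 2 platforms. The 3 comparisons were SJH against SJ in 3D, SJH against SJ in 2D and SJ against SW480 in 2D. The difference between the 3D and 2D effects of hepatocytes was tested as an interaction term in a single limma fit of the 12 SJ and SJH samples, with 1 variance per gene for both platforms. It was fitted again with SW480 cells alone in place of SJ as the 2D control, chosen after seeing the data. Tables were prepared with python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

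The 21 gene lists were written by hand from general knowledge and are not the sets of the paper: nuclear and mitochondrially encoded genes of oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, glutathione metabolism, glycolysis, the tricarboxylic acid cycle, fatty acid oxidation, pyrimidine synthesis, purine metabolism, ketone bodies, cholesterol synthesis, ribosome biogenesis, targets of YAP and TAZ, AhR and NRF2, hypoxia, interferon and immediate early genes, and markers of hepatocytes and fibroblasts. They were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. The rule for the genes named in the text was set before the data were examined. It takes the genes labelled in Fig. 6B, EPCAM, MYC and YAP1, and for each comparison the 5 called genes with the largest rise and the 5 with the largest fall whose groups do not overlap. It adds the 5 genes with the largest rise and the 5 with the largest fall in the paper's values among those of Fig. 7A, the first 5 genes in Table S1 of the Myc, oxidative phosphorylation, glutathione, amino acid and fatty acid sets, and the 3 genes with the smallest p of each list that a test called. CBS is named beside its copy. Some results of genes under this rule are not reported here.

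Alternatives were pseudocounts of 0.1 and 1 CPM, no filter on low values, a mean of at least 5 CPM, median scaling, quantile normalization, the replicate number as a block, each sample left out in turn, and all 9 samples of 2D in one fit. Chosen after seeing the data were the log2 values as deposited and voom weights on recovered reads. Tests on read counts with edgeR or DESeq2 were not run, although whole reads were recovered. The method was tested on simulated data, with 200 genes changed in 3D: 97.5% were recovered, with 6 of 201 calls false. In the 2D simulations 86.4% and 85.1% of the changed genes were recovered, with 11 of 183 and 5 of 171 calls false. The simulated genes varied independently, with the same small spread for every gene beside counting noise. Each planted change was larger than 0.29, the median absolute log2 fold change of the genes called in 3D. Calls were scored at 0.05 in every simulation. These rates may therefore not hold for the real samples. The metabolite data are not analysed here, and neither are the gene sets of the enrichment analyses. Table S1 was used only as far as it could be read.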

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

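Of the tests below, those on splits of the samples for gene counts within a platform and those on rat and mouse reads in the changes within a platform were set before their results were seen. The tests on the platform difference, on its lists and on the split counts of lists were chosen only after the result was seen. The reading of the tests on rat and mouse reads was changed to open after their values were seen.

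The effect of hepatocytes differed between the platforms in 2649 of 14704 genes (18%, adjusted p under 0.05 for the interaction, limma), 1435 with a higher and 1214 with a lower effect in 3D, a balance that depends on the scaling (1336 and 1340 under median scaling). Of these, 2100 had effects of opposite sign, and 257 were called on each platform with opposite signs. The platforms differ in culture time (7 and 3 days), matrix, depth and sequencing together. By the paper's methods, cells were also freed with collagenase and manual disruption in 3D but with trypsin in 2D. A hepatocyte maintenance medium is named there for the 3D microtissues alone. The control perhaps differs too, since the titles of the 3D control samples, Table S1 and Fig. 6E name it SW480. The design cannot say which of these goes with the difference. Of 100 splits drawn from the 200 possible ones, only the real one, 1 of 100, gave as many genes. The 82 splits that kept neither real grouping gave 0 genes, with 123 to 1266 at an unadjusted p under 0.05, and the 17 others gave at most 2043. With the 3D reads thinned to the 2D depth 2048 genes were called, 1921 of them among the 2649, so depth alone does not account for the count. With SW480 cells alone as the 2D control 5009 of 14670 genes were called, 1938 of them among the 2649, so a 3D control without fibroblasts does not account for the count alone either. A biological difference between the platforms stays open and was not tested apart from these.

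The lists below differed under camera, fry and an estimated correlation alike. YAP and TAZ targets had a median difference of -0.656 (adjusted p = 1.56e-26, camera; 0.00168, estimated correlation), with 23 of 24 genes lower in 3D and 23 higher in 2D. AhR targets had one of -0.892 (5.58e-11; 0.00411) over 8 genes, and fibroblast markers one of -0.557 (5.05e-06; 0.00585) over 13. Each was reached by 1 of 100 splits. With the trends on gene length and GC content removed the differences were -0.655, -1.062 and -0.612, with thinned reads -0.713, -0.87 and -0.508, under median scaling -0.669, -0.906 and -0.57, and under quantile normalization -0.654, -0.907 and -0.543. With each of 12 samples left out they ranged from -0.686 to -0.625, from -0.942 to -0.82 and from -0.65 to -0.512. These values argue against length, GC content, depth and scaling as the whole cause.

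A difference in control could also give such differences, if the 3D control was SW480 cells alone. With SW480 cells alone as the 2D control the median difference was -0.641 for YAP and TAZ targets (from -0.679 to -0.607 with each sample left out) and -0.491 for AhR targets (from -0.563 to -0.389), which argues against the control as the whole cause for these 2 lists. For fibroblast markers it was -0.141 (from -0.249 to -0.076), with a median of 0.021 in 2D, so for this list a difference in control and an effect of the platform cannot be told apart.

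A further candidate source of the list differences is RNA of the mouse fibroblasts or rat hepatocytes, since SW480 cells were isolated with beads and reads of the rodents were not separated. In 2D the lists were lower with fibroblasts than in SW480 cells alone, with medians of -0.145 for YAP and TAZ targets (adjusted p = 0.04, camera in limma, with a range from 0.00495 to 0.336, and not called without SJ replicate 3, 0.0525, or SW480 replicate 3, 0.0626), -0.287 for AhR targets and -0.278 for fibroblast markers. Of the 22 fibroblast markers 18 exceed 1 CPM in SW480 cells alone, so a small share of mouse reads could be hidden, and how many rodent reads align to human genes was not measured. Mouse reads and a response of the tumor cells cannot be told apart here for that reason. Of the genes in Fig. 7A, 4 are YAP and TAZ targets, 4 are AhR targets and 1 is a fibroblast marker, picked by the study from these samples.

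The samples of SW480 cells alone in 2D, which the paper does not report on, differed from SJ in 5010 of 15677 genes at an adjusted p under 0.05 (limma), 2228 higher and 2782 lower in SJ (2536 and 2376 under quantile normalization). The groups did not overlap for 4851 of them and for 45.1% of all genes, where chance gives 10%, and the median absolute log2 fold change was 0.30. Only the real split, 1 of 10, gave as many genes, a share that alone cannot set them apart from chance. The other 9 gave 0 genes, with 123 to 404 at an unadjusted p under 0.05. At that level the real split gave 6657 genes, which argues against chance as the whole source of the gene count. Among the called genes whose groups did not overlap, RAP1BL rose most (log2 fold change 3.88, adjusted p = 4e-10, limma). It went from 0.36 ± 0.193 to 11.9 ± 0.658 CPM (SD, n = 3 each), and SHH (2.56), DEFA5 (2.13), PRSS2 (2.11) and PRRX1 (2.03) followed. Among the same genes AK5 (-2.28), CHAC1 (-2.25), CYP1A1 (-1.96), HSD17B2 (-1.86) and FN1 (-1.84) fell most. The copy of CBS fell further (-2.78, adjusted p = 0.0125, limma), but its groups overlapped. RAP1BL is a translated processed pseudogene whose reads can come from a related gene, and PRRX1 is a fibroblast transcription factor, so mouse RNA is a candidate source. A set of 15 such factors, of which 8 were tested and 7 exceed 1 CPM in SW480 cells alone, had a median of -0.172 with 3 higher and 5 lower. Since the tested genes are ones the tumor cells express and go both ways, this decides nothing, and the source of the 2 genes stays open.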

How the results depend on the processing

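The alternatives were set before the data were examined, except the log2 values as deposited and voom weights on recovered reads, which were chosen after seeing the data. The deposited values are log2 CPM, and edgeR and DESeq2 were not run on the recovered whole reads. Unless a cause is given, the cause was not tested.

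Pseudocounts of 0.1 and 1 CPM, median scaling, the log2 values as deposited and voom weights left the counts of called genes and lists within 1.5 times of their main values, and reversed no result. The counts of called genes beyond a log2 fold change of 1 moved more: from 4 in 3D to 11 with a pseudocount of 0.1 CPM and 15 with the values as deposited or voom weights, and from 102 in 2D SJH against SJ to 166 with 0.1 CPM, 62 with 1 CPM, 169 with the values as deposited and 177 with voom weights. Of 167 named gene results, 0 changed with a pseudocount of 0.1 CPM, 1 with 1 CPM, 1 under median scaling, 1 with the values as deposited and 3 with voom weights. In 3D 1430 of 1431 genes called with a pseudocount of 0.1 CPM, and 1362 of 1418 under quantile normalization, were among the 1444. The balance of directions depended on the scaling: median scaling gave 1344 higher and 1249 lower genes in 2D SJH against SJ, and quantile normalization 2536 higher and 2376 lower in SJ against SW480.

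Without a filter, the Fig. 7A genes called in 3D were 11 instead of 17, and also 11 at a mean of at least 5 CPM. The median of fibroblast markers in 3D reversed to 0.023 and that of hepatocyte markers in 2D to 0.065 without a filter, where more genes near the floor enter. At a mean of at least 5 CPM the interferon list in SJ against SW480 reversed to -0.119. Quantile normalization reversed YAP1 (-0.028) and glycolysis (-0.027) in 2D SJH against SJ and cytosolic ribosomal proteins (0.022) and interferon genes (-0.032) in SJ against SW480, where it gave 5 called lists instead of 8.

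Taking the replicate number as a block gave 3867 genes in 2D SJH against SJ (1752 higher, 2115 lower), all 2469 among them, and 1102 in 3D, 1027 of them shared. With the block MYC was called in 2D SJH against SJ (0.14, adjusted p = 0.00759, limma; range over the alternatives 0.00759 to 0.462). Across genes, which are not independent replicates, the numbers showed little pairing of the samples. Deviations from the group mean of samples with the same number correlated at 0.099, -0.065 and -0.028 in 3D and 0.132, -0.017 and 0.033 in 2D. Such correlations cannot rule out pairing for some genes, and the larger 2D count with the block was not explained.

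The test of lists mattered most. fry called 6 lists in 3D instead of 13, and not oxidative phosphorylation (0.16) or cytosolic ribosomal proteins (0.201), each at an adjusted p of 0.0596 (limma). With an estimated correlation 0 lists were called in 3D, 1 in 2D SJH against SJ and 0 in SJ against SW480, with 2, 6 and 3 at an unadjusted p under 0.05. The 3D lists oxidative phosphorylation (0.16), ribosomal proteins (0.201), glutathione (0.094), fatty acid oxidation (0.128), ribosome biogenesis (0.098) and YAP and TAZ targets (-0.189) were then at an adjusted p of 0.338 (limma). With a threshold of 0.01 on both platforms 45.455% of shared genes had the same direction.

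Leaving out a sample gave 513 to 1636 genes in 3D (226 to 888 higher, 287 to 748 lower; 513 without SJH replicate 1, 616 without SJ replicate 2, 689 without SJH replicate 2, 824 without SJ replicate 1, 857 without SJ replicate 3) and 1509 to 2011 in 2D SJH against SJ (717 to 882 higher, 792 to 1159 lower; 1509 without SJ replicate 2, 1580 without SJ replicate 3). Fewer samples account for part of the fall. Fig. 7A genes called in 3D were 5 to 12 (5 without SJ replicate 2), lists in SJ against SW480 7 to 13 (13 without SW480 replicate 2), the correlation of platforms 0.031 to 0.099 (0.031 without 2D SJ replicate 1) and the same direction 45.395 to 61.69% (45.395 without 3D SJ replicate 2). In 3D the signs reversed for ANGPTL4 (range -0.037 to 0.145; -0.037 without SJ replicate 1, -0.001 without SJ replicate 2), CBS (-0.221 to 0.1; 0.1 without SJ replicate 1), IFIT1 (-0.242 to 0.159; -0.044 without SJ replicate 3, -0.242 without SJH replicate 1), interferon genes (-0.136 to 0.013; 0.013 without SJ replicate 1) and hepatocyte markers (-0.09 to 0.216; -0.09 without SJ replicate 1, -0.014 without SJH replicate 3). In 2D they reversed for glycolysis (-0.024 to 0.059; -0.024 without SJ replicate 1, -0.004 without SJH replicate 3) and purine metabolism (-0.015 to 0.033; -0.015 without SJ replicate 1, -0.001 without SJH replicate 2), and in SJ against SW480 for interferon genes (-0.049 to 0.069; -0.049 without SW480 replicate 1, -0.027 without SW480 replicate 3, -0.017 without SJ replicate 2). In the other fits with a sample left out, 90 named gene results were weaker and 6 stronger of 994, and 8 list results weaker and 16 stronger of 378.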

Differences from the paper's values

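All 10 of the paper's log2 fold changes in Table S4 that were compared, for the genes of Fig. 7A with the largest changes, differ from the values here by more than the standard error, each with the same sign. ABCG1 was at -1.40 (paper's value -1.748), ADGRF1 at 2.15 (paper 2.233), ANGPTL4 at 2.42 (paper 2.811), C15orf62 at 1.45 (paper 1.687), CYP1A1 at 2.74 (paper 3.336), HSD17B2 at 1.54 (paper 2.228), IFIT1 at -1.12 (paper -1.606), LIN7A at -1.48 (paper -1.698), NAT16 at -1.37 (paper -1.635) and RASSF9 at -1.49 (paper -2.073). Of the alternatives set before the data were examined, a pseudocount of 0.1 CPM brought all 10 within the standard error of the paper's values: -1.702, 2.209, 2.729, 1.627, 3.201, 2.088, -1.501, -1.669, -1.592 and -1.966 in the same order. ADGRF1 was also within it under median scaling (2.159), quantile normalization (2.183), and without SJ replicate 1 (2.151), SJ replicate 3 (2.205) or SJH replicate 1 (2.161), and LIN7A without SJH replicate 3 (-1.584). Under the remaining alternatives set before the data were examined the genes stayed apart from the paper's values. Of all 627 genes of Table S4, 96 differed by more than the standard error, 1 with a pseudocount of 0.1 CPM and 205 with 1 CPM, and 546 changes were smaller here than in the paper.

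The volcano plot of Fig. 6B labels CBSL among the changed genes. The copy paired with it was not called here (log2 fold change 1.92, adjusted p = 0.055, limma, above every SJ sample in 2 of 3 SJH samples). It was called without SJH replicate 1 (2.88, adjusted p = 5.74e-05) and with the replicate number as a block (0.0427), and the adjusted p ranged up to 0.141 over the alternatives. Table S1 has its hypoxia and interferon gamma sets lower in SJH in 3D. The lists used here are not those sets. The hypoxia list had a median of -0.03 and was not called (adjusted p = 0.0855, camera in limma, 13 of 19 genes lower), and it was called without SJ replicate 1 (0.0141) and without SJH replicate 1 (0.0343), in a range from 0.0141 to 0.514. The interferon list had a median of -0.04 (adjusted p = 0.466, camera in limma, 13 of 20 genes lower), and no setting called it (0.141 to 0.865).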

Other observations

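The tests on rat and mouse reads and on gene length were set before their results were seen, and the other tests of this part were chosen only after the result was seen. The reading of the tests on rat and mouse reads was changed to open after their values were seen.

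Reads on the hepatocyte marker genes that SW480 cells alone hardly express were few in the SJH samples. The 12 hepatocyte markers under 1 CPM in SW480 cells alone, of 20 listed (3 exceed 1 CPM there), summed to 1.27 ± 0.049 CPM in 3D SJH (1.266 in full) and 1.13 ± 0.091 CPM in SJ (SD, n = 3 each). In 2D, where 8 are listed, they summed to 2.15 ± 0.127 CPM in SJH, 1.22 ± 0.382 CPM in SJ and 1.17 ± 0.201 CPM in SW480 cells (SD, n = 3 each), with the SJH samples above all others (2.00 to 2.23 against at most 1.65), as reads of rat RNA would give. ALB was at 1.13 ± 0.417 CPM in 2D SJH and 2.08 ± 0.318 CPM in SJ (SD, n = 3 each). The 4 fibroblast markers under 1 CPM in SW480 cells (COL3A1, DCN, POSTN, THY1) summed to 0.659 ± 0.119 CPM in 3D SJ and 0.825 ± 0.257 CPM in SJH, and in 2D, where 3 are listed, to 1.07 ± 0.394 CPM in SJ, 0.787 ± 0.14 CPM in SJH and 0.753 ± 0.261 CPM in SW480 cells (SD, n = 3 each). These sums lie near the floor, and rodent reads that do not align to human genes are not seen, so rodent reads and a change in the tumor cells cannot be told apart.

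Other splits of the 6 samples of a comparison were counted. In 3D 1 of 10 splits gave as many genes as the real one (1444) and 2 of 10 as many lists, since another split gave 14 lists against 13. In 2D SJH against SJ 1 of 10 gave as many genes (2469) and 1 of 10 as many lists, with at most 8 in another. For SJ against SW480 3 of 10 gave as many lists as the real one (8), with at most 11. The other splits gave 0 genes in 3D and 2D, with 213 to 932 and 157 to 627 at an unadjusted p under 0.05. At that level the real splits gave 4044 and 6371 genes. With 10 splits no share falls below 0.1, so the shares alone cannot tell chance and an effect apart. For the gene counts, the real splits lay far beyond the spread of the others, which argues against chance as their whole source. For the lists, the counts of other splits lay near or above the real ones, so chance and an effect cannot be told apart by them. The correlation of the 2D and 3D effects was as far from 0 in 45 of 100 splits, as chance would give.

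Ribosomal and respiratory chain genes are short (median lengths 1915 and 1585.5 nt against 3617 nt over all genes), and fold changes in 3D fell with length (Spearman's rho -0.243 across genes, which are not independent replicates). With that trend removed, the lists had adjusted p-values of 3.97e-19 and 1.45e-10 in camera, and with the trend on GC content removed 7.8e-23 and 6.75e-14 (all with limma). The trends as the whole cause in 3D are thus not borne out. They do not address fry, under which neither list was called in 3D. In 2D SJH against SJ cytosolic ribosomal proteins stayed called with the trend on length removed (adjusted p = 7.76e-10, camera), but oxidative phosphorylation did not (median 0.03, adjusted p = 0.104, and 0.0518 with both trends removed), so a trend on length may account for the latter in 2D.

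The lower immediate early genes in 3D did not rest on a single sample, since with each left out the median ranged from -0.621 to -0.351, with fry's adjusted p (limma) from 0.142 to 0.308. Handling of the cells during isolation may also move such genes, and this was not tested.

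The copy of CBS differed up to 75.7-fold between replicates of a group, while the sum of CBS and the copy differed at most 1.71-fold. CBS is the larger part of the sum in every sample, so the sum varies less whatever the cause, and reads shared between the 2 genes and a change of the copy cannot be told apart. In 2D SW480 cells CBS was highest where the copy was lowest (30.1 and 0.194 CPM), whereas in 3D SJH both were lowest in the same sample (10.4 and 0.168 CPM). The copy was at 2.00 in 2D SJH against SJ (log2, adjusted p = 0.00863, limma), where the groups are apart only by 0.558 against 0.551 CPM, 8 reads each. At the threshold of 0.01 it was not called without SJ replicate 1 (0.027), SJ replicate 2 (0.0321) or SJ replicate 3 (0.0136), with a pseudocount of 1 CPM (0.0117), with voom weights (0.0141) or with all 9 samples in one fit (0.0728), in a range from 2.38e-09 to 0.0728, so this call is not stable. In SJ against SW480 it was at -2.78 (adjusted p = 0.0125, limma, with overlap), and not called with voom weights (0.157; range 1.98e-07 to 0.157).

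In 2D, effects of fibroblasts (SJ against SW480) and of hepatocytes (SJH against SJ) were opposite, with a correlation of -0.275 across genes, which are not independent replicates. Both use the SJ samples, and simulated unchanged groups against shared samples gave a median of -0.499 (from -0.528 to -0.474), with opposite signs in 66.7% against 53.7% observed. Sharing alone makes the correlation negative where nothing changes, whereas genes were called in both comparisons here. How much of the negative correlation comes from the shared samples thus stays open.

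Of the lists in SJ against SW480, camera called 8, all of them also by fry. Mitochondrially encoded genes were higher (median 0.33, 12 of 13 genes, adjusted p = 3.85e-10, camera in limma), and lower were the tricarboxylic acid cycle (-0.09), purine metabolism (-0.11), NRF2 targets (-0.16), immediate early genes (-0.17), YAP and TAZ targets (-0.15), AhR targets (-0.29) and fibroblast markers (-0.28). With an estimated correlation 0 of them were called, and 3 lists had an unadjusted p under 0.05. YAP and TAZ targets were also not called at a mean of at least 5 CPM (adjusted p = 0.108, camera), under quantile normalization (0.0656), or without SJ replicate 3 (0.0525) or SW480 replicate 3 (0.0626), in a range from 0.00495 to 0.336. The tricarboxylic acid cycle was not called at a mean of at least 5 CPM (0.0713) or under quantile normalization (0.263; range 0.00482 to 0.336), nor purine metabolism under the latter (0.0596; range 0.00115 to 0.336). In the main setting fry alone called glutathione metabolism (-0.05, 20 of 33 genes lower, adjusted p = 0.00973, fry), fatty acid oxidation (-0.09, 15 of 18 lower, 0.00715), ketone bodies (-0.13, 6 of 6 lower, 0.00142) and hypoxia (-0.04, 11 of 20 lower, 0.00715). Oxidative phosphorylation (0.02), cytosolic ribosomal proteins (-0.03), mitochondrial ribosomal proteins (-0.05), glycolysis (-0.08), pyrimidine synthesis (-0.04), cholesterol synthesis (-0.03), ribosome biogenesis (-0.06), interferon (0.02) and hepatocyte markers (0.18) were called by neither test. In other settings camera called some of these as well: glycolysis without a filter (0.015), with voom weights (0.0474), and without SJ replicate 2 (0.0365), SJ replicate 3 (0.0457) or SW480 replicate 2 (0.0384; range 0.015 to 0.633), cytosolic ribosomal proteins without SJ replicate 2 (0.0388) or SW480 replicate 2 (0.0453; range 0.0388 to 0.862), mitochondrial ribosomal proteins without a filter (0.0251) and without SJ replicate 2 (0.0474) or SW480 replicate 2 (0.0482; range 0.0251 to 0.633), fatty acid oxidation without a filter (0.0238), with voom weights (0.0474), and without SJ replicate 3 (0.0457) or SW480 replicate 2 (0.0453; range 0.00715 to 0.28), and ketone bodies without a filter (0.015), with voom weights (0.0474), and without SJ replicate 2 (0.0474), SW480 replicate 1 (0.05) or SW480 replicate 2 (0.0485; range 0.00142 to 0.28).

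Reads were spread more evenly over genes in 2D. The 10 most abundant genes held 1.91 to 2.27% of reads in 2D and 5.9 to 6.83% in 3D, and the highest number of reads per nt was 23.3 to 30.9 against 600 to 681. A cap on the reads of abundant genes would make their CPM fall as depth rises within a group, more than in 3D. In the 1180 genes of 2D and 1132 of 3D with the most reads per nt the median slope was -0.28 in 2D and -0.05 in 3D, and with 3 samples of similar depth per group the source stays open.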
